# GAP43-dependent mitochondria transfer from astrocytes enhances glioblastoma tumorigenicity

**DOI:** 10.1038/s43018-023-00556-5

**Published:** 2023-05-11

**Authors:** Dionysios C. Watson, Defne Bayik, Simon Storevik, Shannon Sherwin Moreino, Samuel A. Sprowls, Jianhua Han, Mina Thue Augustsson, Adam Lauko, Palavalasa Sravya, Gro Vatne Røsland, Katie Troike, Karl Johan Tronstad, Sabrina Wang, Katharina Sarnow, Kristen Kay, Taral R. Lunavat, Daniel J. Silver, Sahil Dayal, Justin Vareecal Joseph, Erin Mulkearns-Hubert, Lars Andreas Rømo Ystaas, Gauravi Deshpande, Joris Guyon, Yadi Zhou, Capucine R. Magaut, Juliana Seder, Laura Neises, Sarah E. Williford, Johannes Meiser, Andrew J. Scott, Peter Sajjakulnukit, Jason A. Mears, Rolf Bjerkvig, Abhishek Chakraborty, Thomas Daubon, Feixiong Cheng, Costas A. Lyssiotis, Daniel R. Wahl, Anita B. Hjelmeland, Jubayer A. Hossain, Hrvoje Miletic, Justin D. Lathia

**Keywords:** Cancer microenvironment, CNS cancer, Cancer, Cell division, Mitochondria

## Abstract

The transfer of intact mitochondria between heterogeneous cell types has been confirmed in various settings, including cancer. However, the functional implications of mitochondria transfer on tumor biology are poorly understood. Here we show that mitochondria transfer is a prevalent phenomenon in glioblastoma (GBM), the most frequent and malignant primary brain tumor. We identified horizontal mitochondria transfer from astrocytes as a mechanism that enhances tumorigenesis in GBM. This transfer is dependent on network-forming intercellular connections between GBM cells and astrocytes, which are facilitated by growth-associated protein 43 (GAP43), a protein involved in neuron axon regeneration and astrocyte reactivity. The acquisition of astrocyte mitochondria drives an increase in mitochondrial respiration and upregulation of metabolic pathways linked to proliferation and tumorigenicity. Functionally, uptake of astrocyte mitochondria promotes cell cycle progression to proliferative G2/M phases and enhances self-renewal and tumorigenicity of GBM. Collectively, our findings reveal a host–tumor interaction that drives proliferation and self-renewal of cancer cells, providing opportunities for therapeutic development.

## Abstract (web summary)

Watson et al. demonstrate that astrocyte mitochondria can be horizontally transferred to glioblastoma cells in a GAP43-dependent manner, leading to changes in mitochondrial respiration and metabolism that promote proliferation and tumor growth.

## Main

Mitochondria are vital in cell metabolism through their role in generating ATP via oxidative phosphorylation; yet, they have also been implicated in numerous other cellular functions, including apoptotic cell death, inflammation, stem cell differentiation and autophagy^1,2^. After the discovery of the Warburg effect identifying conversion of glucose to lactate in the presence of oxygen to fuel cancer growth^3^, aerobic glycolysis has been assumed to be the main energy pathway for cancer cells^4^, including in glioblastoma (GBM)^5^, the most common primary adult brain tumor. However, recent reports suggest a more complex situation where mitochondrial respiration is also an alternative energy source^6,7^. The existence of multiple metabolic phenotypes is in line with the cellular heterogeneity of this disease^8–10^.

While this heterogeneity may arise from variation in cell-intrinsic metabolic regulation, it may also arise via interaction with the tumor microenvironment (TME), namely by transfer of metabolic signals, including mitochondria themselves, from the TME to tumor cells. In many contexts, dynamic microenvironmental interactions have been shown to be major drivers of tumor growth and therapeutic resistance in GBM^11–13^, while the underlying direct cell–cell communication mechanisms remain poorly understood.

Transfer of mitochondria has been demonstrated between different cell types and via different routes. Mitochondria transfer by extracellular vesicles from astrocytes to neurons after stroke has been documented in vitro and in vivo^14^, identifying a CD38/cADP-dependent mechanism using calcium signaling. Extracellular vesicles as a mode of mitochondria transfer has also been shown for mesenchymal stem cells^15^, indicating that transfer by secretion is a viable route for this organelle. In other studies, mitochondria transfer mechanisms independent of secreted particles have been proposed^16–18^. Intercellular membrane protrusions known as tunneling nanotubes have been implicated in organelle transport^19^ and more recently in mitochondria transfer^16–18^. By connecting cells over distances that may exceed 100 μm (refs. ^20,21^), tunneling nanotubes are prime avenues for intercellular cross-talk^22^; composed of components like actin and microtubules^22^, they maintain a close cytoskeletal relationship^22^.

Tumor microtubes (MTs) are similar structures; however, they are thicker and more stable than tunneling nanotubes and can reach lengths of more than 500 μm in vivo^23^. MTs have so far only been described in glioma, particularly in GBM, and have been identified as an important mode of intercellular communication, invasion and therapy resistance^24–27^. Growth-associated protein 43 (GAP43), a neuronal protein known for its important role in axon guidance^28^, is a major structural protein of MTs. Knockdown of GAP43 in GBM cells reduced MT formation and tumorigenicity in vivo^24^. This work highlighted the relevance of the interconnected network of GBM cells formed by GAP43^+^ MTs for tumor growth. In a recent study, mitochondria were reported to be exchanged in vitro among GBM cells interconnected via MTs^29^.

Given the reports of horizontal mitochondria transfer in the brain across distinct cell types under pathologic conditions^14^, we hypothesized that GBM also acquires functional mitochondria from non-malignant cells in the TME, comprising an unexplored layer of metabolic heterogeneity. Here, we show that GBM cells acquire host mitochondria from astrocytes through a contact-dependent mechanism facilitated by GAP43^+^ structures consistent with MTs, resulting in enhanced metabolic activity and augmented tumorigenicity. Our findings identify mitochondria transfer from the TME as a fundamental protumorigenic mechanism in GBM.

## Results

### GBM acquires mitochondria from the microenvironment

To assess whether non-malignant host cells could transfer mitochondria to GBM in vivo, we orthotopically implanted green fluorescent protein (GFP)-expressing syngeneic mouse GBM models (SB28 and GL261) into transgenic C57BL/6 mice expressing a mitochondria-localized mKate2 fluorophore fused to the localization peptide of cytochrome *c* oxidase 8 (mito::mKate2 mice^30^; Fig. 1a). Confocal microscopy of GBM tumors from mito::mKate2 mice revealed mKate2^+^ puncta within 15–60% of GFP^+^ GBM cells (Fig. 1b–f and Extended Data Fig. 1), demonstrating that host cell mitochondria were acquired in vivo by orthotopic GBM tumor cells. By co-staining tissue sections with wheat germ agglutinin (WGA) to highlight glycoprotein-rich structures^31^, we observed host mKate2^+^ mitochondria in transit at host–tumor interfaces along intercellular connections between GFP^+^ GBM cells and GFP^–^ host cells (Extended Data Fig. 1). To determine whether mitochondria transfer occurred in the context of human GBM in vivo, we first injected a high-titer mitoDsRed lentivirus into the brain of nude rats to transduce normal brain cells with a mitochondria fluorescent tag. After 7 d, P3 GFP^+^ human-derived GBM stem-like cells (GSCs) were injected in the same location (Fig. 1g). High-resolution confocal images verified mitochondria transfer from stromal cells to tumor cells, supporting our mouse in vivo data (Fig. 1g). When reconstructed in three dimensions, the mitoDsRed signal was present within acceptor cells positive for GFP. We verified these results in a second human-derived GSC line GG16 transduced with mito-GFP and by immunostaining with a human-specific nestin antibody (Extended Data Fig. 2).

**Fig. 1:**
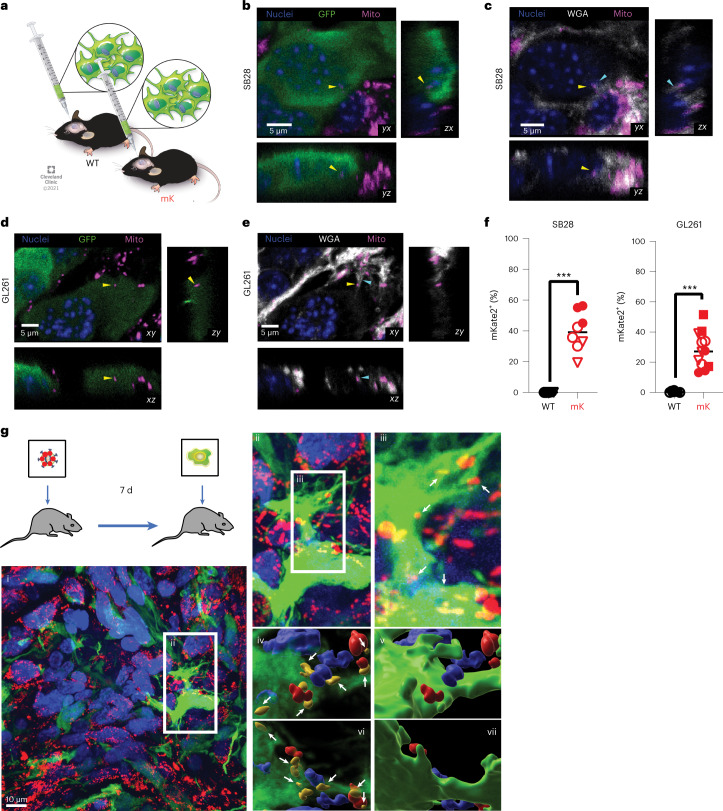
GBM cells acquire host mitochondria from the TME. **a**, GFP-expressing GL261 and SB28 cells were implanted intracranially into wild-type (WT) and mito::mKate2 (mK) mice, and tumors were analyzed at humane endpoint. **b**–**e**, Single focal planes (*xy*) and *z*-stack orthogonal reconstructions (*xz*, *yz*) at areas of SB28 (**b**,**c**) and GL261 (**d**,**e**) tumor–host cell interfaces. Yellow arrowheads indicate host mKate2^+^ mitochondria (Mito) within recipient tumor cells. Cyan arrowheads indicate WGA-labeled tether-like structures connecting tumor and host cells. **f**, Three-dimensional confocal imaging segmentation-based estimation of mKate2^+^GFP^+^ GBM cell frequency from two to three visual fields from *n* = 3 (SB28) and *n* = 2 (GL261) WT and *n* = 3 (SB28) and *n* = 4 (GL261) mK mice; ***P = 0.0003 (SB28) and *P* < 0.0001 (GL261). Data were analyzed by two-tailed *t*-test. See also Extended Data Fig. 1 for additional data, including technical controls. **g**, Mitochondria transfer between the TME (mitoDsRed^+^) and human GBM cells (GFP^+^) in vivo. MitoDsRed lentivirus was injected into the brains of nude rats. Seven days later, human P3 GFP^+^ GSCs were injected into the same area. Confocal microscopy images of P3 GFP^+^ xenograft tumors are representative of at least six ×100 images across three biologically independent animals. Details of the area along the tumor surface are shown in (i), with colocalization of GFP^+^ and mitoDsRed^+^ signal in (ii) and (iii). A 3D reconstruction of the mitoDsRed^+^ mitochondria (white arrows) seen from above, without (iv) and with (v) the GFP^+^ cell borders, is shown. From below, the mitoDsRed^+^ mitochondria are also visible in (vi) and reside within the cell in (vii). ii, ×1.5 magnification; iii–vii, ×3 magnification. Source data

Having observed mitochondria transfer from the TME to mouse and human GBM models, we proceeded to interrogate the identity of the host mitochondria donor cells. GBM tumors in mouse models and humans are known to have substantial infiltration by both brain-resident glia and peripheral immune cells that transmigrate into the TME^13^. We established orthotopic GBM tumors in wild-type C57BL/6 mice that had first received lethal irradiation with subsequent bone marrow reconstitution from mito::mKate2 mice (mito::mKate2→WT) to restrict mito::mKate2 expression to bone marrow-derived immune cells (Extended Data Fig. 3a). Analysis of single-cell suspensions by flow cytometry indicated negligible host mitochondria transfer to GFP^+^ GBM cells in mito::mKate2→WT mice, while 20–60% of GFP^+^ GBM cells were mKate2^+^ in mito::mKate2 mice (Extended Data Fig. 3b,c). Taken together, these data suggest that brain-resident cells, not tumor-infiltrating immune cells, were the major donors of mitochondria to GBM cells in vivo.

To further elucidate the identity of the predominant mitochondria donor cell populations, we cocultured prevalent tumor-infiltrating cell types with GFP^+^ GBM cells at a 1:2 donor:recipient ratio. After 2 h, we assessed the percentage of mKate2^+^ cells as a marker of mitochondria transfer (schematized in Fig. 2a). Consistent with our in vivo observations, we found that brain-resident glia (astrocytes and microglia) donated significantly more mitochondria on a per-cell basis than bone marrow-derived macrophages, with astrocytes having higher transfer rates (Fig. 2b and Extended Data Fig. 4a). While further polarization of macrophages to an M2- or M1-like phenotype potentially favored increased mitochondria transfer, the degree of transfer was, on average, five- to tenfold less than that observed with the brain-resident glia in vitro (Extended Data Fig. 4b).

**Fig. 2:**
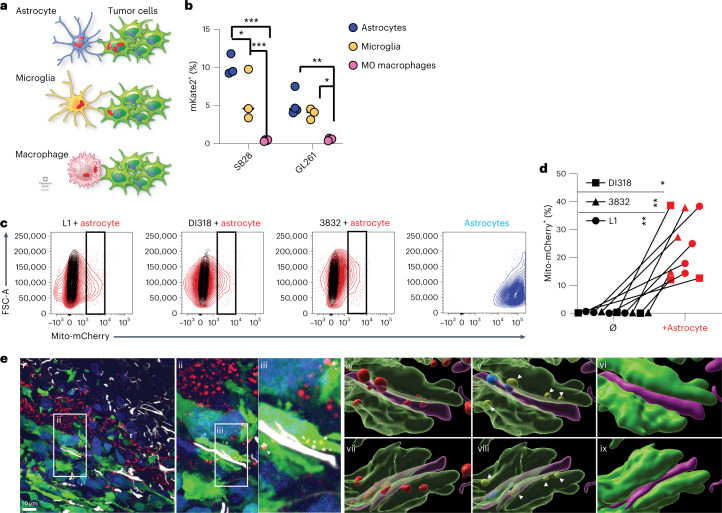
GBM cells acquire mitochondria from astrocytes. **a**, GBM cells were cocultured with astrocytes, microglia or macrophages from mK mice for 2 h, and mitochondria transfer was analyzed by flow cytometry. **b**, Relative frequency of mKate2^+^GFP^+^ GBM cells in co-cultures; *n* = 3 (SB28) and 4 (GL261) independent experiments; *P < 0.05, **P < 0.01, ***P < 0.001. Data were analyzed by two-way analysis of variance (ANOVA). **c**,**d**, Human-derived GSCs were cocultured with immortalized mito-mCherry^+^ human astrocytes for 4 d. Mito-mCherry^+^ GSCs (black rectangle gate) were quantified by flow cytometry (**c**), as summarized in **d**; *n* = 3 (3832), 3 (DI318) and 4 (L1) independent experiments. Data were analyzed by two-way ANOVA; *P* = 0.006 (L1), 0.03 (DI318) and 0.007 (3832). **e**, Mitochondria transfer between astrocytes (mitoDsRed^+^ and GFAP^+^) and human GBM cells (GFP^+^) in vivo. Confocal microscopy of a GFP^+^ P3 xenograft tumor immunostained with antibodies to GFAP (white color) was used to visualize astrocytes. Images are representative of at least six ×100 images across three biologically independent animals. Mitochondria transfer is highlighted in an invasive tumor area with colocalization of GFP^+^ and mitoDsRed^+^ signal in (i). Images in (ii) and (iii)–(ix) represent ×1.5 and ×3 magnifications, respectively. A 3D reconstruction of the mitoDsRed^+^ mitochondrial signal both within and around the GFP^+^ and GFAP^+^ surfaces is shown in (iv). The mitoDsRed^+^ mitochondria colocalized within the GFP^+^ tumor cell borders (yellow) and within the purple reconstructed GFAP^+^ astrocytic processes (blue), seen from above without (v) and with (vi) GFP^+^ and GFAP^+^ cell borders. From below, mitoDsRed^+^ mitochondria are also visible in (vii) and reside within the GFP^+^ and GFAP^+^ regions in (viii) and (ix). Source data

Given our observation that astrocytes displayed high rates of mitochondria transfer to mouse models of GBM and their previously described interconnected nature with GBM in vivo^32^, we focused our subsequent studies on this glial cell population. We began by coculturing either mito-mCherry or mitoDsRed immortalized human astrocytes with six different human-derived GSCs (L1, DI318, 3832, GG16, P3 and BG5) for 3–4 d to interrogate the applicability of our findings in human models of disease. As with mouse GBM models, we found that human-derived GSCs acquired mitochondria from astrocytes, with flow cytometry revealing a transfer rate of 5–40% (Fig. 2c,d and Extended Data Fig. 4c). We confirmed the internalization of astrocyte mitochondria by confocal microscopy of the GSCs, whereby the fluorescent protein-tagged mitochondria were visualized entirely within GSCs with cytoplasm prelabeled with CellTrace dye or expressing GFP (Extended Data Fig. 4d,e). We confirmed that astrocyte-to-human GBM transfer of mitochondria was relevant in vivo using the human orthotopic GBM model (P3) derived from Fig. 1g. We identified mitoDsRed^+^ astrocytes (glial fibrillary acidic protein (GFAP^+^) and GFP^–^) surrounding GFP^+^ GBM cells with transferred mitoDsRed^+^ mitochondria (Fig. 2e and Extended Data Fig. 4f). ImageStream analysis on a distinct set of human-derived co-culture models, where donor astrocytes were tagged with mito-GFP and GBM recipients with red-fluorescent protein (RFP), revealed similar results with internalized donor mitochondria in recipient cells (Extended Data Fig. 4g–i). Finally, we confirmed that transferred mitochondria labeled with mito-mCherry expressed the mitochondrial protein translocator of outer mitochondrial membrane 20 (TOMM20) by colocalization analysis, and the protein was distributed within the mitochondrial network of the receiving GBM cell (Extended Data Fig. 5 and Supplementary Video 1 and 2). In summary, we observed mitochondria transfer from the TME to GBM in vivo and in vitro and identified astrocytes as a major mitochondria donor.

### GAP43^+^ MTs facilitate mitochondria transfer

We considered that mitochondria transfer could occur via secretion^14^ and/or cell contact^24,33^. To discriminate between the two mechanisms, we compared the mitochondria transfer rate of co-cultures to that of transferred donor-conditioned medium (mouse models; Extended Data Fig. 6a,b) or cells separated by a 5-μm porous transwell insert (human models; Fig. 3a). Regardless of the separation method, transfer primarily occurred when donor and recipient cells were in physical contact, and there was only low-level transfer by secretion that was near the limit of detection of our assays. Live confocal microscopy of mitochondria transfer from astrocytes to mouse GBM cells was also visualized in adjacent cells (Extended Data Fig. 6c and Supplementary Video 3). Transfer was abrogated in both mouse and human models when co-cultures were incubated at 4 °C (Extended Data Fig. 6d,e), suggesting that this was an active, energy-dependent process rather than a passive event. Taken together, these results indicate that active physical interaction of tumor and donor cells is required for effective mitochondria transfer, in line with imaging of in vivo brain tumor models (Figs. 1 and 2 and Extended Data Figs. 1 and 2).

**Fig. 3:**
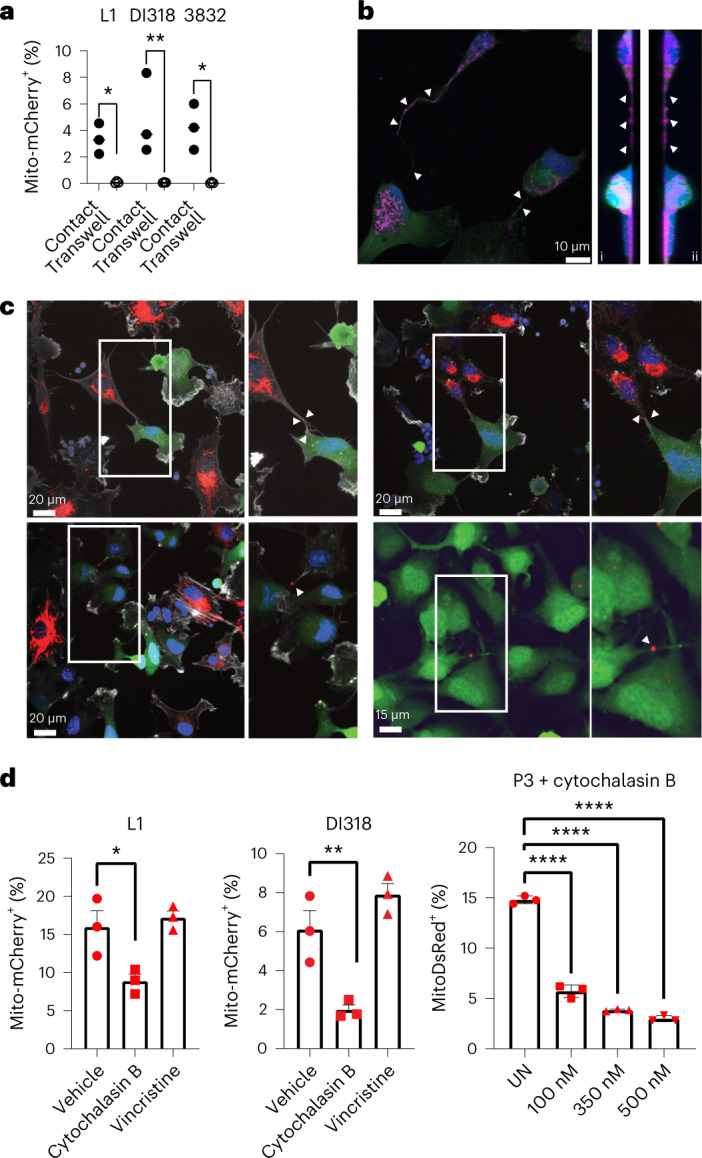
Astrocytes transfer mitochondria to GBM via actin-based intercellular connections. **a**, Human-derived GSCs (L1, DI318 and 3832; bottom) and astrocytes (top) were separated from each other with 5-μm porous transwell inserts. Twenty-four hours later, mitochondria transfer was analyzed based on mito-mCherry signal; *n* = 3 independent experiments; *P* = 0.02 (L1), 0.007 (DI318) and 0.01 (3832). Data were analyzed by two-way ANOVA. **b**, Presence of mitochondria within MTs connecting P3 GFP^+^ cells. Immunostaining with TOMM20, representative of at least eight ×100 images across three biologically independent co-cultures, is shown. Intratubular location is confirmed by *z* stacking, seen from the left in (i) and the right in (ii) side. Arrows indicate TOMM20^+^ signal. **c**, Co-culture between mitoDsRed^+^ astrocytes and GFP^+^ P3 cells immunostained with F-actin (white) to visualize membrane extensions connecting the two cell types, emphasized with high magnification. Images are representative of at least 20 ×60 images across three biologically independent co-cultures. Arrows indicate mitoDsRed^+^ mitochondria in intercellular connections and transferred mitoDsRed^+^ mitochondria. MitoDsRed^+^ mitochondria are also observed in MT connections between two tumor cells, confirming the exchange of mitochondria within the whole network of tumor–tumor/tumor–astrocyte connections. Insets: ×1.5 magnification. **d**, Human-derived GSCs were cocultured for 24 h with immortalized mito-mCherry^+^ and mitoDsRed^+^ human astrocytes in the presence of actin (cytochalasin B) or microtubule (vincristine) polymerization inhibitors or vehicle control (UN). The frequency of mito-mCherry^+^ or mitoDsRed^+^ GSCs was assessed by flow cytometry; *n* = 3 independent experiments. Data are presented as mean ± s.e.m. (L1 and DI318) and mean ± s.d. (P3); *P = 0.03 (L1), **P = 0.01 (DI318), ***P < 0.0001 (P3). Data were analyzed by one-way ANOVA with Holm–Sidak multiple comparison correction. Source data

MTs are established conduits of intercellular communication and network formation in GBM and, thus, are also potential mediators of mitochondria transfer^24,32,34–36^. To visualize mitochondria within the interfaces of GBM cells, we performed confocal microscopy of co-cultures immunostained for TOMM20 and actin. In addition to a perinuclear localization, mitochondria were found in MT connections between tumor cells (P3 model; Fig. 3b), consistent with a previous study reporting that mitochondrial components localize in between astrocyte and GBM cell connections in vitro^37^. Their intratubular location was confirmed by *z* stack. Importantly, confocal microscopy of mitoDsRed^+^ astrocytes and GFP^+^ P3 co-cultures immunostained with actin showed MTs with mitoDsRed^+^ mitochondria connecting both cell types. These were present in the vicinity of transferred mitochondria (Fig. 3c). We also found astrocytic mitoDsRed^+^ donor mitochondria shuttling between connected tumor acceptor cells, indicating that astrocytic mitochondria can be further exchanged within the complete network of tumor–tumor connections (Fig. 3c). After visualizing mitochondria in transit along intercellular connections containing actin filaments, we hypothesized that the actin cytoskeleton was critical in facilitating mitochondria transfer. Indeed, inhibition of actin polymerization by cytochalasin B resulted in a significant decrease in transfer rate, without an effect on cell viability (Fig. 3d and Extended Data Fig. 6f–h). By contrast, inhibition of tubulin polymerization with vincristine had no effect on mitochondria transfer (Fig. 3d).

Previous work showed that GAP43 facilitated the formation of an interconnected network of GBM cells in vivo, which enabled connexin 43-mediated propagation of calcium waves^24^. GAP43 is an actin-associated protein that facilitates neurite outgrowth via growth cones^38,39^. We visualized that GAP43 also localized to the cellular projections of GBM cells and astrocytes in co-culture (Fig. 4a). When we knocked down the expression of GAP43 in human-derived GSCs, we observed a decrease in the number of cellular projections (Fig. 4b,c and Extended Data Fig. 6i), as previously reported^24,34^. Importantly, we found that mitochondria transfer from astrocytes was significantly decreased when GAP43 was knocked down in GSCs alone or in both GSCs and astrocytes (Fig. 4d,e and Extended Data Fig. 6i,j). These data identify a role for GAP43 in facilitating mitochondria transfer from astrocytes to GBM.

**Fig. 4:**
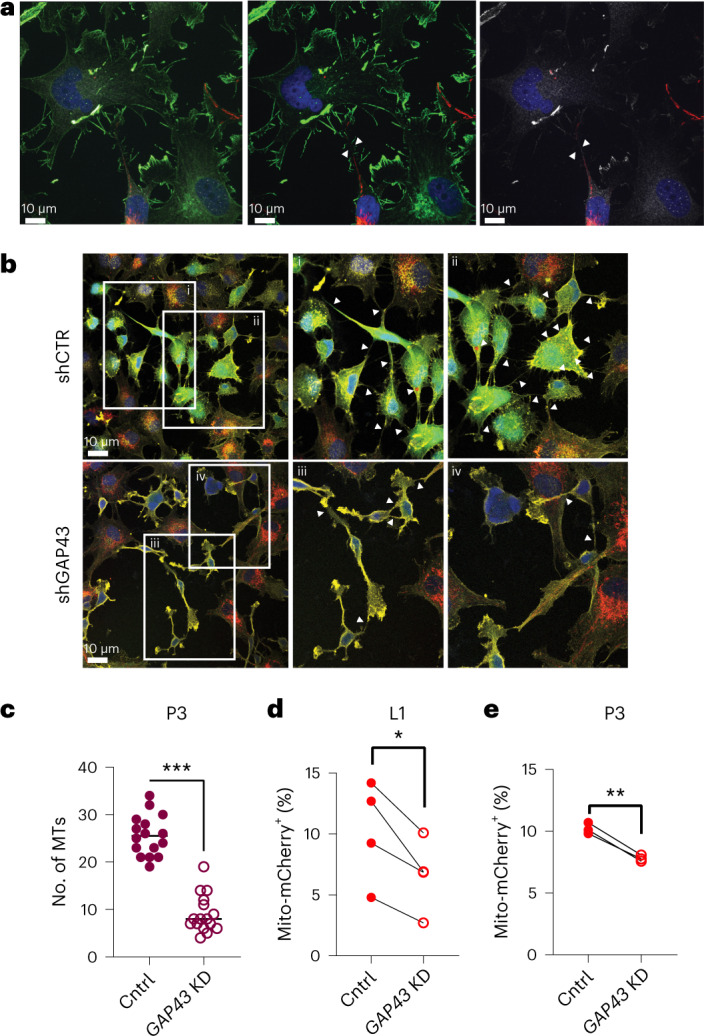
GAP43 facilitates mitochondria transfer via tumor–astrocyte MTs. **a**, Presence of GAP43^+^ MT-like connections (arrows) between mitoDsRed^+^ astrocytes and P3 tumor cells. Immunostaining for GAP43 (white) and actin (green) is shown. Left: mitoDsRed (red), GAP43 and actin. Middle: mitoDsRed and actin. Right: mitoDsRed and GAP43. Images are representative of at least four ×100 images across three biologically independent co-cultures. **b**, Co-culture of mitoDsRed^+^ astrocytes and GFP^+^ P3 short hairpin GAP43 (shGAP43) cells indicates fewer membrane connections between donor and recipient cells than observed in GFP^+^ P3 short hairpin control (shCTR) cells. Immunofluorescence staining with F-actin (yellow) is shown and is further visualized at increased magnification (i–iv). Arrows indicate MTs. Insets: 2 × magnification. **c**, Quantification of MTs from **b** across 16 independent ×60 images across *n* = 4 independent co-culture experiments per group. Data are shown as the mean ± s.d.; ***P < 0.0001. Data were analyzed by two-tailed *t*-test; Cntrl, wild type; KD, knockdown. **d**, Wild-type or *GAP43*-knockdown L1 human-derived GSCs were cocultured for 24 h with matching wild-type or *GAP43*-knockdown mito-mCherry^+^ astrocytes. Astrocyte-derived mitochondria transfer to GSCs was quantified by flow cytometry; *n* = 4 independent experiments; *P = 0.01. Data were analyzed by two-tailed *t*-test. **e**, Wild-type or *GAP43*-knockdown P3 human-derived GSCs were cocultured for 24 h with mitoDsRed human astrocytes. Astrocyte-derived mitochondria transfer to GSCs was quantified by flow cytometry; *n* = 3 independent experiments; **P = 0.001. Data were analyzed by two-tailed *t*-test. Source data

### Astrocyte mitochondria metabolically reprogram GBM cells

We hypothesized that receiving entire organelles from astrocytes would have biologically important downstream functional sequelae in recipient GBM cells. 

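SB28 is a mouse glioblastoma cell line, and the astrocytes were primary neonatal cells from mito::mKate2 mice, whose mitochondria carry the red fluorescent protein mKate2. The co-cultures lasted 48 h according to the paper's methods and 2 days according to the sample labels. RNA from sorted cells was sequenced in 3 libraries each of mKate2- SB28 cells, mKate2+ SB28 cells and astrocytes. According to the paper's methods the cells came from 3 separate co-cultures, so libraries may be paired. The replicate numbers are not shown to mark co-cultures, and the main tests here used no pairing. The authors trimmed adapters, mapped the reads to the mouse genome GRCm38 with STAR, counted the reads assigned uniquely to each gene with featureCounts and deposited these counts without normalization. The paper's text does not name the annotation release or say whether the strand of the reads was used. The counts cover 49315 Ensembl gene IDs, of which 49056 have a name in GENCODE M21, the annotation used here for names, positions and exonic lengths. Total counts ranged from 24454561 to 35135662 per astrocyte library (median 32707569), from 27187348 to 35891589 per mKate2- library (median 29839630) and from 34175016 to 39287841 per mKate2+ library (median 36051914). The paper gives an average of 41.6 M paired-end reads per library, whereas the counts averaged 32.7 M, and all values here use the counts. Libraries of the same condition differed by more than counting noise, with a chi-square per degree of freedom between 17.3 and 148 where counting noise alone gives 1. Conditions were compared with edgeR's quasi-likelihood test after TMM normalization, using genes above 1 CPM (the counts-per-million unit) in at least 2 of the libraries compared. P values were adjusted with the Benjamini-Hochberg method over the genes tested. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F statistic. The comparison of mKate2+ with mKate2- cells covered 11854 genes in the 6 SB28 libraries.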

We first interrogated how mitochondria transfer affected cells transcriptionally by bulk RNA sequencing (RNA-seq) of sorted mouse GBM cells with (mKate2^+^) or without (mKate2^−^) astrocyte mitochondria acquisition from co-cultures (Extended Data Fig. 7a). Unsupervised clustering of RNA-seq data revealed that tumor cells had a distinct gene expression profile compared to astrocytes, confirming that sorted mKate2^+^ SB28 cells were not meaningfully contaminated by astrocytes from the co-culture (Extended Data Fig. 7b–d). 

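Euclidean distances between libraries were computed on DESeq2's regularized log values of 13450 genes. The 18 pairs of an SB28 library and an astrocyte library were 93.9 ± 5.74 apart (SD over pairs, which share libraries), and pairs of the same cell type were 21.4 apart on average. Among the 84 ways of dividing the 9 libraries into 6 and 3, the division by cell type gave the largest excess of distances between groups over distances within them (exact permutation test, one-sided, p = 0.0119, the smallest p these divisions allow). Using log2 CPM in place of regularized log values moved the distance between SB28 and astrocyte libraries most, to 225. The mKate2- libraries lay 14.7 ± 0.146 (SD, 3 pairs) from one another, whereas the mKate2+ libraries lay 22.5 ± 9.54 (SD, 3 pairs) apart. The distance between mKate2+ and mKate2- libraries averaged 17.9, compared with 18.6 within these groups (exact permutation test, one-sided, p = 0.8, where 0.1 is the smallest p possible). mKate2+ replicate 2 was at least 27.5 from each of the other SB28 libraries, and these were at most 14.8 from one another. Without mKate2+ replicate 2, the averages were 12.1 between and 13.7 within groups. The order reversed without mKate2+ replicate 1, at 20.3 between and 17.4 within groups, and without mKate2+ replicate 3, at 20.0 and 17.6.

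Astrocyte RNA in the sorted tumor cells was measured with 78 genes that had a mean above 50 CPM in astrocytes and at least 100 times the mean level of the 6 SB28 libraries. Their summed CPM in an SB28 library, as a percentage of the sum in astrocytes, is an upper limit on astrocyte RNA, because expression by the tumor cells themselves adds to it. This choice of genes holds the mean share of the 6 SB28 libraries at or below 1%, so the level of the share follows from the minimum and only its difference between libraries was compared. The apparent astrocyte share was 0.617% ± 0.213 (SD, n = 3) in mKate2+ libraries and 0.796% ± 0.368 (SD, n = 3) in mKate2- libraries. The difference of -0.179 percentage points was smaller than the spread between replicates (exact permutation test, two-sided, p = 0.6, where 0.1 is the smallest p possible). Without mKate2- replicate 3, whose share was 1.21%, the difference was 0.0296 percentage points. With a minimum of 30 times, which 150 genes reached, the shares were 1.06% in mKate2+ and 1.21% in mKate2- libraries, and with a minimum of 300 times, which 1 gene reached, they were 0.294% and 0.344%. Leaving out mKate2- replicate 3 moved the difference most. Of 15 astrocyte markers listed from general knowledge, 10 had a mean level in astrocytes at least 10 times that in SB28 cells. Slc1a3 (ENSMUSG00000005360), which encodes a glutamate transporter, had 191 ± 31.8 CPM (SD, n = 3) in astrocytes, 1.46 ± 0.772 CPM in mKate2- cells and 0.857 ± 0.259 CPM in mKate2+ cells. Gfap (ENSMUSG00000020932), which encodes glial fibrillary acidic protein, had 10.3 ± 7.84 CPM (SD, n = 3) in astrocytes, 0.192 ± 0.0637 CPM in mKate2- cells and 0.152 ± 0.0603 CPM in mKate2+ cells. Other markers were also expressed by the tumor cells, as for Gja1 (ENSMUSG00000050953), with 195 ± 21.5 CPM (SD, n = 3) in astrocytes, 262 ± 21.8 CPM in mKate2- cells and 286 ± 19.8 CPM in mKate2+ cells.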

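Genes were called higher or lower in mKate2+ cells by the criteria in the paper's methods, a fold change above 1.5, an unadjusted P value below 0.05 and a count above 50, read here as the mean normalized count of the 6 SB28 libraries. By these criteria, 23 genes were higher and 20 were lower in mKate2+ than in mKate2- cells. Supplementary Table 1 words the last criterion as a minimum read count, and requiring over 50 counts in every library gave 12 higher and 15 lower genes. The unadjusted P value was below 0.05 for 241 of the 11854 genes, a number that would be 592.7 by chance alone. The adjusted P value was below 0.05 for 0 genes and was 0.923 at its smallest. Testing genes without a filter on low counts moved the calls most among the statistical settings, to 224 higher and 35 lower genes. Without mKate2+ replicate 1 there were 310 higher and 70 lower genes, and without mKate2+ replicate 2 there were 6 higher and 16 lower genes. mKate2+ replicate 2 had the highest level of the 6 SB28 libraries in 22 of the 23 higher genes and the lowest in 14 of the 20 lower genes. The median exonic length was 957 bases for the higher genes, 6090 bases for the lower genes and 4457 bases for all genes tested.

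Subunits of the respiratory chain, its assembly factors and proteins of mitochondrial import, listed by gene nomenclature, accounted for 165 of the 11159 genes that passed the count criterion. The 23 higher genes included 1 of them, Timm13, where 0.340 would be drawn by chance (odds ratio 3.04, one-sided Fisher's exact test, p = 0.290). With DESeq2 in place of edgeR, 62 genes were higher and included 10 of these genes (odds ratio 13.5, Fisher's exact test, p = 2.13e-08). Without mKate2+ replicate 2, 0 of the 6 higher genes belonged to these lists, and without mKate2+ replicate 1 there were 64 among 310. The 79 nuclear-encoded respiratory chain subunits, tested as a set with limma's camera at its preset correlation of 0.01, had a median log2 fold change of 0.54 and 77 of them were higher in mKate2+ cells (adjusted p = 4.61e-23 over 17 sets). The median log2 fold change was 0.088 for assembly factors (43 of 53 genes higher, adjusted p = 6.47e-05), 0.19 for mitochondrial import (28 of 33, adjusted p = 2.12e-06) and 0.21 for the mitochondrial ribosome (70 of 78, adjusted p = 1.76e-13). Sets without a mitochondrial function were also higher, with a median of 0.57 for the cytosolic ribosome (75 of 76 genes, adjusted p = 1.63e-23) and 0.12 for proteasome subunits (31 of 35, adjusted p = 2.18e-06). Of the 17 sets, 0 passed an adjusted P value of 0.05 with limma's fry or with camera at an estimated correlation, where the respiratory chain subunits had adjusted p-values of 0.453 and 0.305. The median log2 fold change of the respiratory chain subunits was 0.035, with 58 of 79 genes higher (camera, adjusted p = 0.00509), when mKate2+ replicate 2 was left out. Without this library it was 0.012 for assembly factors (31 of 53 higher, camera, adjusted p = 0.389) and 0.026 for import (21 of 33, 0.0419). It was 0.034 for the mitochondrial ribosome (53 of 78, 0.0110), 0.035 for the cytosolic ribosome (64 of 76, 0.00187) and 0.051 for the proteasome (32 of 35, 0.00187).

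The mRNAs encoded by the mitochondrial genome took 1.14% ± 0.518 (SD, n = 3) of the counts in mKate2+ libraries and 1.02% ± 0.197 (SD, n = 3) in mKate2- libraries, a difference within the spread between replicates (exact permutation test, two-sided, p = 0.8, where 0.1 is the smallest p possible). The share was lowest in mKate2+ replicate 2, at 0.552% (95% Wilson interval 0.549% to 0.554%, which covers counting error only), and highest in mKate2+ replicates 1 and 3, at 1.37% (interval 1.370% to 1.377%) and 1.51% (interval 1.505% to 1.513%), with at most 1.23% (interval 1.226% to 1.234%) in mKate2- libraries. Without mKate2+ replicate 2 the difference was 0.419 percentage points (exact permutation test, two-sided, p = 0.2, where 0.1 is the smallest p possible), and without mKate2+ replicate 3 it was -0.0597 percentage points. As a set, the 9 of these mRNAs that passed the filter had a median log2 fold change of 0.21 with 8 higher (camera, adjusted p = 0.221). The median was 0.42 with all 9 higher without mKate2+ replicate 2 (camera, adjusted p = 8.5e-17), and the adjusted p-value of this set ran from that value to 0.904 with each library left out. Camera's preset correlation of 0.01 treats these genes as nearly independent. The other set tests were not run with a library left out. With all 6 SB28 libraries, the adjusted p-value of this set was 0.791 with fry and 0.684 with camera at an estimated correlation. Removing the GC content trend, an alternative chosen after seeing the data, gave a call (median 0.27, 8 of 9 higher, camera, adjusted p = 0.0157). Removing the gene length trend gave none (median 0.14, 6 of 9 higher, camera, adjusted p = 0.81). The paper entered the genes past its criteria into an enrichment analysis and draws its statement about mitochondrial pathways in these RNA data from the terms that this returned. Its methods also describe an enrichment analysis and a protein interaction network of genes called with edgeR. Its conclusions on respiration rest on other experiments, among them oxygen consumption, ATP5A protein and ATP levels.

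**Figure D1:**
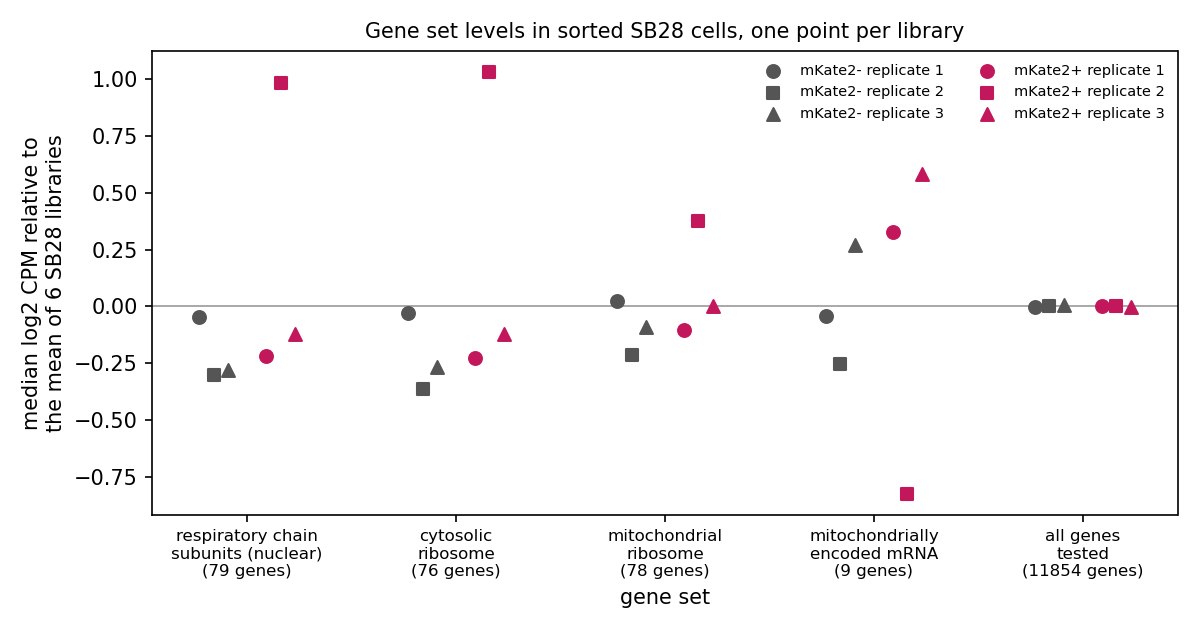
Median log2 CPM of gene sets relative to the mean of the 6 SB28 libraries (vertical axis, log2) for 4 gene sets and all genes tested (horizontal axis), with 1 point per library. mKate2+ replicate 2 sits at 0.98 for the respiratory chain subunits and at 1.03 for the cytosolic ribosome, where the other libraries sit between -0.37 and -0.030, and at -0.82 for the mitochondrially encoded mRNAs, below the other libraries.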

Genes that were upregulated >1.5-fold in mKate2^+^ tumor cells compared to mKate2^–^ tumor cells (Extended Data Fig. 7e,f and Supplementary Table 1) were enriched within pathways related to mitochondrial biology, in particular electron transport and mitochondrial organization (Extended Data Fig. 7a).

Given the central role of mitochondria in ATP production and the results of our RNA-seq analysis, we investigated whether an increase in functional mitochondria through transfer causes a measurable change in metabolic parameters, in particular oxygen consumption rate. We performed a mitochondrial stress test on GFP^+^ acceptor cells (P3 model) with high and low mitochondria transfer from mitoDsRed^+^ astrocytes compared to control cells from the same co-cultures using the Seahorse system. After measuring the basal respiration rate, we sequentially added electron transport chain inhibitors to evaluate the changes in maximal respiration capacity. Interestingly, both basal respiration and maximal respiration rate were increased in accordance with mitochondria transfer (Fig. 5a–c). When dividing the cells into metabolic subgroups based on basal respiratory and glycolytic rates, cells with the highest mitochondria transfer were more aerobic and energetic than cells with lower transfer and controls (Fig. 5d). We further characterized the metabolic profile of a panel of GSCs after co-culture with human astrocytes by adapting a previously reported metabolic flow cytometry panel^40^. The mitochondrial ATP synthase subunit ATP5A was among the most consistently upregulated metabolic proteins in recipient GSCs (Fig. 5e and Extended Data Fig. 8a) and in mouse models of GBM (Extended Data Fig. 8b,c). We evaluated whether these cells with higher respiratory capacity and ATP synthase levels generated more ATP. Across multiple human-derived GBM models, we verified that GBM cells that acquired mitochondria from astrocytes also had higher levels of ATP as measured by luminescence reporter assay (Fig. 5f,g). Collectively, these data show that transferred astrocyte mitochondria are bioactive and lead to augmented mitochondrial respiration and ATP production in recipient GBM cells.

**Fig. 5:**
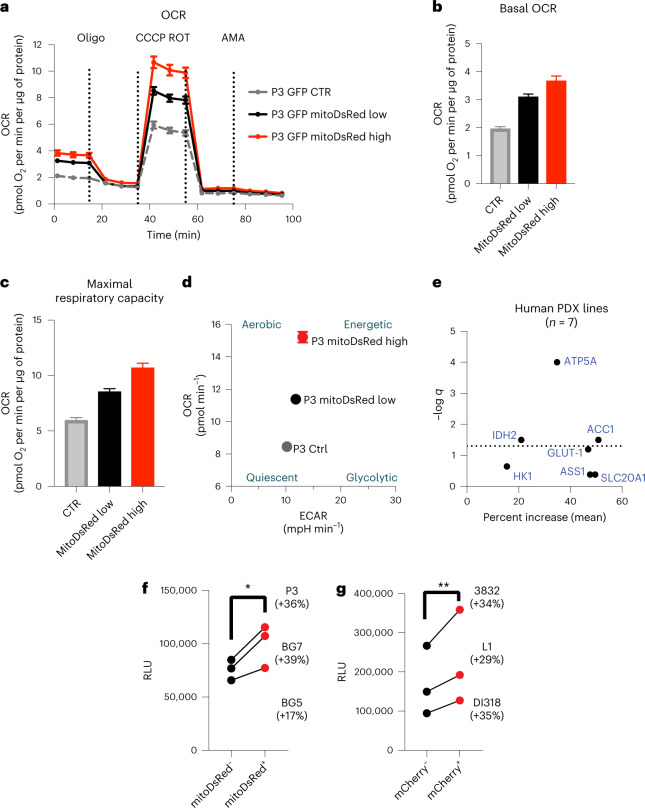
Acquisition of astrocyte mitochondria enhances ATP production by mitochondrial respiration in recipient GBM cells. **a**, Oxygen consumption rate (OCR) was measured in GFP^+^ P3 cells sorted after transfer with a high or low amount of mitoDsRed^+^ mitochondria from donor mitoDsRed^+^ astrocytes and was compared with that in sorted GFP^+^mitoDsRed^–^ P3 cells from the same co-culture. Following readings of basal respiration, the stepwise addition of 3 mM oligomycin (Oligo) to measure leak respiration, 1.5 mM CCCP to quantify maximal and reserve capacity and 1 mM rotenone (ROT) followed by 1 mM antimycin A (AMA) to measure non-mitochondrial respiration was performed; CTR, control. **b**, Basal oxygen consumption gradually increased with cumulative mitochondrial content in GFP^+^ P3 cells. **c**, Maximal respiratory capacity gradually increased with cumulative mitochondria content in GFP^+^ P3 cells. **d**, Energy map indicating that GFP^+^ P3 cells with a higher degree of mitochondria transfer from astrocytes have a more aerobic and energetic phenotype than GFP^+^ P3 cells with less and no mitochondria transfer. Data in **a**–**d** are from a representative experiment from a total of three independent experiments. Data shown as mean ± s.e.m.; *n* = 18 (control), 22 (mitoDsRed low) and 9 (mitoDsRed high) technical replicates; statistical comparison of technical replicates is not shown. ECAR, extracellular acidification rate; mpH, milli pH. **e**, Seven distinct human-derived GSCs were cocultured for 4 d with immortalized mito-mCherry^+^ human astrocytes and stained with antibodies recognizing key metabolic proteins for downstream flow cytometry quantification. Protein expression was compared between mito-mCherry^+^ and mito-mCherry^−^ cells by mixed-effects model analysis. The dotted line represents the statistical significance threshold (false-discovery rate (FDR) < 0.05). **f**, ATP levels in sorted mitoDsRed^+^ versus mitoDsRed^–^ cells from distinct human-derived GSCs, measured with the CellTiter-Glo luminescence assay; *n* = 3 independent experiments; *P = 0.04. Data were analyzed by two-tailed ratio paired *t*-test; RLU, relative light units. **g**, ATP levels in sorted mito-mCherry^+^ versus mito-mCherry^−^ cells from three distinct human-derived GSC lines, assessed by CellTiter-Glo luminescence assay; *n* = 3 independent experiments; **P = 0.003. Data were analyzed by two-tailed *t*-test. Source data

Mitochondria can further influence cellular biology by modulating diverse metabolic pathways^41^, and there is increasing evidence that they influence intracellular phosphorylation signaling cascades^42,43^. We thus performed a metabolite mass spectrometry assay and 584-site protein phosphorylation array on sorted GBM cells from co-cultures with astrocytes to interrogate the functional consequence of mitochondria uptake. Metabolite enrichment analysis revealed multiple upregulated metabolic pathways in mKate2^+^ GBM cells shared between both GL261 and SB28 mouse models (Fig. 6a, Extended Data Fig. 8d and Supplementary Table 2). Among these pathways was amino acid and nucleotide metabolism, previously linked to proliferation, self-renewal and tumorigenicity in GBM^44–46^. Metabolomic analysis of the sorted human-derived L1 cells showed that mCherry^+^ cells have higher amounts of glutamate, α-ketoglutarate, glutathione and essential amino acids than mCherry^−^ cells (Fig. 6b and Extended Data Fig. 8e,f). Glutamate is one of three amino acids in glutathione, a major cellular antioxidant, and glutamate metabolism is a principal route for assimilation of nitrogen in de novo nucleotide synthesis, which promotes numerous oncogenic processes in gliomas^47,48^. This suggests that transfer of mitochondria may be helping the GBM cells support proliferation and protect against oxidative stress. Our phosphoprotein array also revealed changes in the phosphorylation levels of numerous signaling and effector proteins in human-derived GSCs that received astrocyte mitochondria, many of which mapped to proliferation and cell cycle pathways (Fig. 6c and Supplementary Table 3). These findings are consistent with metabolic reprogramming of recipient cells beyond increased mitochondrial respiration, along with intracellular signaling with potential effects on cell cycle regulation and other processes.

**Fig. 6:**
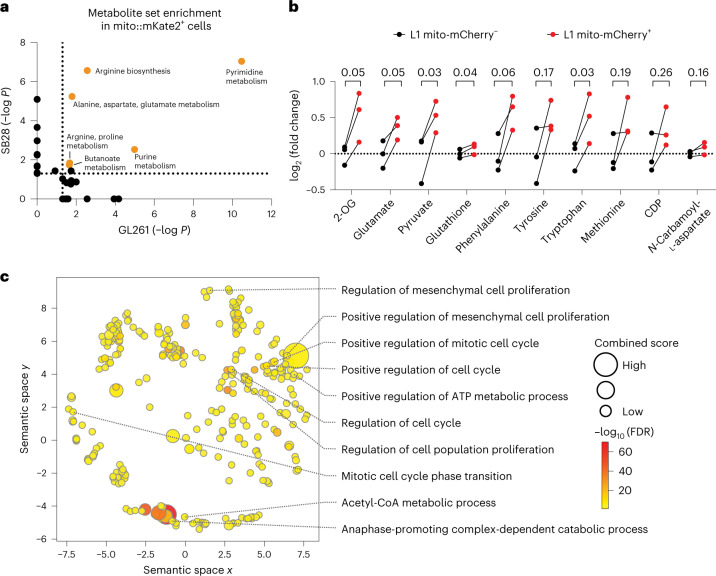
Mitochondria transfer from astrocytes reprograms GBM metabolism. **a**, Metabolic pathway analysis (MetaboAnalyst) of metabolites enriched by >20% in mito::mKate2^+^ versus mito:^:^mKate2^–^ mouse GBM cells. For each cell model, *n* = 3 independent co-culture experiments were pooled. Dotted lines represent the cutoff for statistical significance (*P* < 0.05). Pathways significantly enriched in both GBM models are highlighted with orange and are labeled with the pathway name. *P* values were calculated with the MetaboAnalyst 5.0 web tool using the one-tailed hypergeometric test for enrichment analysis (expected versus observed metabolites enriched in each pathway). **b**, L1 cells were cocultured with immortalized mito-mCherry^+^ human astrocytes for 4 d. Relative abundances of metabolites in mito-mCherry^+^ versus mito-mCherry^−^ L1 cells indicate higher amino acid and glutathione metabolism in mito-mCherry^+^ L1 cells; *n* = 3 independent co-culture experiments. Data were analyzed by paired two-tailed *t*-test; 2-OG, α-ketoglutarate; CDP, cytidine-5'-diphosphate. **c**, Phospho-array pathway analysis (Enrichr) of protein phosphorylation sites upregulated in mito-mCherry^+^ versus mito-mCherry^−^ L1 cells, depicted with dimensionality reduction in semantic *xy* space. Dots represent significantly upregulated pathways (FDR < 0.05). Selected pathways associated with cell metabolism and proliferation are labeled; *n* = 3 independent co-culture experiments were pooled and analyzed. Source data

### Mitochondria transfer increases GBM tumorigenicity

To determine whether the metabolic and signaling changes that we observed in GBM cells that acquired astrocyte mitochondria resulted in altered cell cycle regulation, we performed cell cycle analysis in our models of mitochondria transfer by DNA staining and flow cytometry across multiple human-derived GSC models. We observed a consistent increase in the proportion of cells in the proliferative G2/M phases of the cell cycle following acquisition of astrocyte mitochondria (Fig. 7a,b and Extended Data Fig. 9a). This observation was consistent in vivo when analyzing mouse GBM models from orthotopic tumors established in mito::mKate2 mice (Fig. 7c,d). Moreover, orthotopic mouse GBM tumors originating from sorted cells that had acquired astrocyte mitochondria had a higher mitotic index (Extended Data Fig. 9b–e), suggesting that the increased proliferation phenotype was retained in vivo. Previous reports demonstrated that GSCs could take up isolated cell-free mitochondria added to cell culture medium^49^. Addition of astrocyte-derived mitochondria to human-derived GSCs was sufficient to recapitulate the increased proportion of cells in G2/M phases of the cell cycle (Fig. 7e–g). These data suggest that the transfer of astrocyte mitochondria impacts cell cycle regulation in human GBM models.

**Fig. 7:**
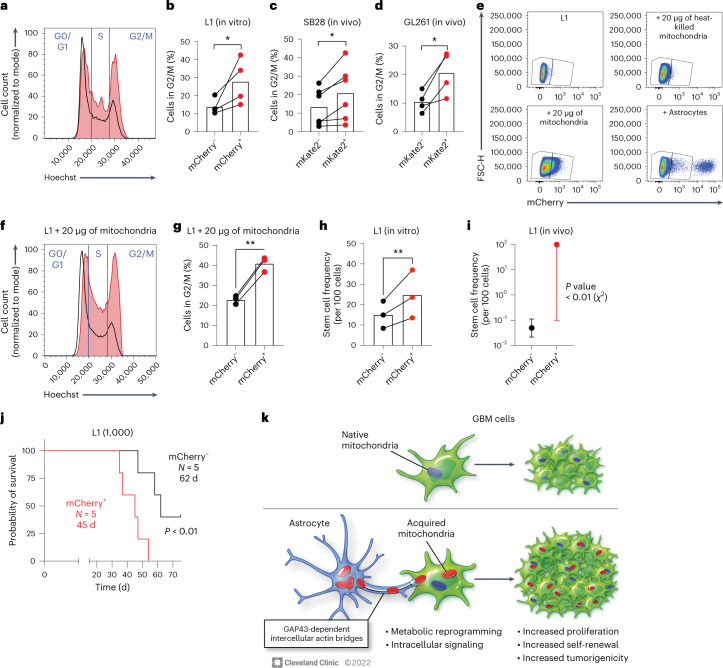
Mitochondria transfer from astrocytes drives GBM cell proliferation, self-renewal and tumorigenicity. **a**,**b**, Human-derived GSCs (L1) were cocultured with immortalized mito-mCherry^+^ human astrocytes. Representative histograms (**a**) and aggregate data (**b**) of *n* = 4 independent experiments depicting cell cycle analysis by flow cytometric DNA quantification in GSCs that acquired astrocyte mitochondria (mCherry^+^, red histogram/dots) versus those that did not (mCherry^–^, black histogram/dots) are shown; *P = 0.04. Data were analyzed by two-tailed *t*-test. **c**,**d**, Cell cycle analysis by ex vivo flow cytometry DNA quantification in GFP-expressing mouse GBM cells obtained from orthotopic tumors in mito::mKate2 mice; *n* = 4–6 mice per tumor model and *N* = 6 (SB28; **c**) and 4 (GL261; **d**) mice per group; *P = 0.02 (SB28) and 0.03 (GL261). Data were analyzed by two-tailed paired *t*-test. **e**–**g**, Cell-free mito-mCherry^+^ astrocyte mitochondria (intact or heat killed) were added to an L1 culture; vehicle (PBS) or live mito-mCherry^+^ astrocytes were added to control wells. **e**, Representative dot plots depicting the identification of L1 cells that acquired cell-free mitochondria or mitochondria from cocultured astrocytes. In the +astrocyte condition, the mCherry^hi^ population outside of the gates is composed of the mito-mCherry^+^ astrocytes. Representative histograms (**f**) and aggregate data (**g**) depicting cell cycle analysis of GSCs that acquired cell-free astrocyte mitochondria (mCherry^+^, red histogram/dots) versus those that did not (mCherry^–^, black histogram/dots) are shown; *n* = 3 independent experiments; **P = 0.003. Data were analyzed by two-tailed paired *t*-test. **h**,**i**, Estimated stem cell frequency in mCherry^+^ versus mCherry^–^ human-derived GBM models sorted from astrocyte co-cultures and subjected to in vitro limiting dilution sphere formation assay (**h**) or in vivo orthotopic tumor initiation assay (**i**); **P = 0.002, ratio paired *t*-test, *n* = 3 independent experiments (**h**); *P* = 0.005; compiled data from *n* = 15 NOD *scid* gamma (NSG) mice per group (distributed across three cell-dose levels). Data are shown as mean ± 95% confidence interval; *χ*^2^ test with 1 degree of freedom analyzed by Extreme Limiting Dilution Analysis (ELDA; **i**). **j**, Survival of mice injected orthotopically with 1,000 sorted L1 GSCs per animal; *P* = 0.009. Data were analyzed by log-rank test. Survival analysis of other dose levels is presented in Extended Data Fig. 8. **k,** Schematic overview of findings. Source data

To further assess the impact of mitochondria acquisition on self-renewal, we performed limiting dilution sphere formation assays using sorted GBM cells with and without astrocyte mitochondria. In both human and mouse GBM models, we found that cells that acquired astrocyte mitochondria had significantly higher self-renewal capacity, represented as a higher estimated stem cell frequency (Fig. 7h and Extended Data Fig. 10a). While human-derived GSC models expressed high levels of the pluripotency transcription factor SOX2, we found that GSCs that acquired astrocyte mitochondria further upregulated another self-renewal transcription factor, OCT4 (Extended Data Fig. 10b). These findings suggest that mitochondria transfer from astrocytes consists of a previously undescribed TME interaction that promotes GBM self-renewal.

Increased proliferative capacity and self-renewal are central hallmarks of cancer; we thus hypothesized that mitochondria transfer from astrocytes promotes tumorigenicity of GBM. We tested this hypothesis by assessing the lethality (time to death or humane endpoint) and tumor initiation capacity of human-derived GBM cells with and without acquisition of human astrocyte mitochondria by orthotopic implantation in immunocompromised mice. These studies revealed that tumors led to symptomatic or lethal disease much faster when originating from GSCs that had acquired mitochondria from astrocytes and had a significantly higher in vivo tumor initiation capacity (Fig. 7i,j and Extended Data Fig. 10c). This observation was similar in mouse GBM models (Extended Data Fig. 10d,e). Thus, beyond altering the phenotype of GBM cells in vitro, mitochondria transfer from astrocytes increases the in vivo tumorigenicity of these cells in animal models.

## Discussion

Organelle transfer is an increasingly recognized biological process in models of GBM^35–37^ and other cancers^50–52^. Most of the existing knowledge on mitochondria transfer in cancer relies on depicting mitochondrial exchange among tumor cells, in purely in vitro systems, and/or using tumor cells artificially depleted of mitochondria. Thus, the role of mitochondria transfer from the TME to cancer cells (and to GBM in particular) remains poorly understood. Specifically, there is a lack of understanding about the in vivo relevance of mitochondria transfer from the GBM microenvironment, the cell types involved, the mechanism of transfer and its downstream effects on cellular function and tumorigenicity in disease-relevant contexts.

We found that in the context of GBM, mitochondria transfer from the TME is a frequent in vivo event and involves brain-resident glial cell donors. Here, we focused mechanistically on astrocytes as donor cells given their abundance in the brain, and our data identify them as important mitochondrial donors. Our data support that astrocytes in the TME form physical actin-based connections with GBM cells that have strong similarity to the previously described MTs, which are network-forming connections between GBM cells. Our data also support an extension of the previously described interconnected network of GBM to non-malignant astrocytes that has recently been verified by exchange of calcium waves within this network in vivo^24,32^. GAP43, typically found in neuronal projections and critical to GBM growth and the tumor cell network^24^, mediates mitochondria transfer from astrocytes in a previously undescribed role for this actin-associated protein.

Our findings further demonstrate that mitochondria transfer from astrocytes to GBM cells drives metabolic reprogramming toward oxidative respiration with increased ATP production. Mitochondria transfer also leads to intracellular signaling via protein phosphorylation linked to cellular proliferation and cell cycle progression.

The central finding of our study is that mitochondria transfer from a non-malignant cell of the TME promotes a highly tumorigenic cell phenotype characterized by both increased proliferative capacity and self-renewal (Fig. 7k). This manifested as higher penetrance and faster lethality of orthotopic tumors in vivo. Our findings suggest that the phenotype of increased proliferation and self-renewal driven by acquisition of astrocyte mitochondria before intracranial tumor implantation is sufficient to lead to increased tumorigenicity, while lacking this phenotype at the time of experimental tumor initiation leads to lower GBM cell proliferation. Thus, mitochondria transfer and the shift to oxidative metabolism comprises a fundamental protumorigenic interaction of GBM with its microenvironment. Our study adds a mechanistic understanding to this understudied process, forming the basis of future studies, which could also have broad applicability to tumors outside the central nervous system and other pathological contexts.

## Methods

### Ethics statements

Human material was obtained from surgeries performed at the Haukeland University Hospital (Bergen, Norway). Written consent was obtained from individuals with procedures that were approved for the projects (project numbers 013.09 and 151825) by the Regional Ethical Committee. Animal experiments were approved by the Institutional Animal Care and Use Committee of Cleveland Clinic and local ethical committee. Animals were treated in accordance with the Norwegian Animal Act.

### Human cell culture

The GSC lines P3, GG16 (provided by F. Kruyt, University of Groningen), BG5 and BG7 (ref. ^15^) were all derived from *IDH* wild-type biopsy specimens from individuals with GBM; 3832 cells were provided by J. Rich (University of Pittsburgh Medical Center) and have been described previously^53^. L1 cells were obtained from B. Reynolds (University of Florida) and have been described previously^54^. DI318 cells were obtained from the Rose Ella Burkhardt Brain Tumor Center biorepository and have been described previously (Cleveland Clinic)^55^.

Human-derived GBM cells were cultured in ‘complete’ Neurobasal medium (NBM): Neurobasal without phenol red (Gibco), supplemented with 2% B-27 supplement (Gibco), 1 mM sodium pyruvate (Gibco), 2 mM l-glutamine (Gibco), 1 U ml^–1^ penicillin + 1 μg ml^–1^ streptomycin (Cleveland Clinic Media Preparation Core), 20 ng ml^–1^ epidermal growth factor (EGF) and 20 ng ml^–1^ fibroblast growth factor 2 (FGF-2; R&D Systems). EGF was not added to P3 cells. Immortalized normal human astrocytes (provided by R. Pieper at University of California, San Francisco, and P. Øyvind Enger at Universitetet i Bergen) were cultured in tissue culture vessels (adherent) in neural stem cell (NSC) medium (DMEM-F12 (Media Preparation Core), 1 U ml^–1^ penicillin + 1 μg ml^–1^ streptomycin, 5% fetal bovine serum (FBS), 1% N2 supplement (Thermo Fisher Scientific), 20 ng ml^–1^ EGF and 20 ng ml^–1^ FGF-2 (R&D Systems)). For experiments involving downstream in vitro limiting dilution assays with L1 and DI318 cell lines, human-derived cells were maintained in DMEM (Cleveland Clinic Media Preparation Core) supplemented with 10% FBS (Thermo Fisher), 1 U ml^–1^ penicillin and 1 μg ml^–1^ streptomycin (Cleveland Clinic Media Preparation Core) for at least 7 d before co-culture with astrocytes.

Human-derived xenograft D456 was provided by D. Bigner (Duke University), and the JX22 cell line was provided by J. Sarkaria (Mayo Clinic). DMEM-F12 containing 10 ng ml^–1^ EGF, 10 ng ml^–1^ FGF, 1% sodium pyruvate, 2% GEM21 (Gemini Bio) and 1 U ml^–1^ penicillin + 1 μg ml^–1^ streptomycin was used to culture the human-derived xenograft lines.

### Lentiviral transductions of human cells

Human astrocytes were transduced with mito-mCherry lentivirus (Takara) and selected by fluorescence-activated cell sorting. GAP43 short hairpin RNA (shRNA) and non-target (control) lentiviruses were generated in-house according to the protocol described by Tisconia et al.^56^. shRNA sequences and sources are described in Supplementary Table 4.

Lentiviral vectors encoding mitoDsRed (Addgene, 44386), enhanced GFP (eGFP)^57^, mito-GFP (Addgene, 44385) and shRNA against *GAP43* (ref. ^24^) were prepared and titrated according to a protocol reported previously^58^. The mitochondria donor cells were transduced with pLV-mitoDsRed. The acceptor cells were transduced with a lentiviral eGFP vector^57^ or, for indicated in vivo experiments, with pLV-mito-GFP.

### Human cell co-culture mitochondria transfer assessment by flow cytometry

L1, DI318 and 3832 cells were cultured in tissue culture vessels (adherent) precoated with Geltrex (Thermo Fisher Scientific; 1:250 in serum-free medium overnight) in 90% complete Neurobasal + 10% NSC medium for 4 d, unless otherwise indicated. For *GAP43*-knockdown experiments, co-culture time was reduced to 24 h to reduce the confounding effect of different growth rates in control versus knockdown GBM cells, and comparisons were made between co-cultures with similar astrocyte:tumor cell ratios. Growth factor-reduced Matrigel (Corning) was used as a coating reagent to attach P3, BG5, BG7 and GG16 GBM cells and normal human astrocytes.

The following inhibitors were used: cytochalasin B (Sigma, C6762) and vincristine sulfate (Sigma, V8388). An equivalent amount of vehicle (DMSO) was used as a control. Cell viability was assessed with a LIVE/DEAD Fixable Blue Dead Cell staining kit.

For viability testing of P3 in the presence of inhibitor, GBM cells were seeded at 5,000 cells per Matrigel-coated well of a 96-well plate in 150 µl of complete Neurobasal medium. After incubation with cytochalasin B for 24 h, cell proliferation reagent WST-1 (Roche, CELLPRO-RO) was added, and sample absorbance measurements at 450 nM were determined on a multiscan FC microplate photometer (Thermo Scientific).

For transwell experiments, human-derived GBM cells were plated on Geltrex-coated tissue culture wells. Under ‘contact’ conditions, human mito-mCherry astrocytes were simultaneously added to the culture well. Under ‘transwell’ conditions, an equal number of astrocytes was plated in a transwell insert (5-μm pore size, Corning), which was submerged in the culture medium of the underlying culture well.

Co-culture experiments were analyzed on a BD LSR Fortessa or BD FACS Symphony S6 (BD Biosciences) operated by BD FACSDiva software (v8.0 or v9.0). FlowJo software (BD Biosciences, v10.7.2 or 10.8.1) was used to analyze flow cytometry data. The gating strategy is described in Supplementary Fig. 1.

### Mouse tumor cell maintenance and transduction

SB28 cells were a gift from H. Okada (University of California, San Francisco). GL261 cells were obtained from the Developmental Therapeutics Program, National Cancer Institute. All cell lines were treated with 1:100 MycoRemoval Agent (MP Biomedicals) after thawing and were routinely tested for *Mycoplasma* spp. (Lonza). Cells were maintained in RPMI 1640 (Media Preparation Core, Cleveland Clinic) supplemented with 10% FBS (Thermo Fisher Scientific) and 1 U ml^–1^ penicillin + 1 μg ml^–1^ streptomycin (Cleveland Clinic Media Preparation Core), that is, non-stem-promoting conditions. For the generation of GFP-expressing GL261 cells, parental GL261 cells were transduced with pReceiver-Lv207 (Genecopoeia) and were selected with 300 μg ml^–1^ hygromycin B (Invitrogen). GFP expression was confirmed by flow cytometry.

### Mice

Tg(CAG-mKate2)1Poche/J (mito::mKate2; stock 032188) mice were purchased from The Jackson Laboratory and were housed in the Cleveland Clinic Biological Research Unit. Both sexes of mito::mKate2 mice were intracranially injected at 4–8 weeks of age with 10,000–20,000 SB28 or 100,000 GL261-GFP cells in 5 μl of RPMI null medium into the left cerebral hemisphere 2 mm caudal to the coronal suture and 3 mm lateral to the sagittal suture at a 90° angle with the skull to a depth of 2.5 mm using a stereotaxis apparatus (Kopf). Male NSG mice were bred in-house by the Cleveland Clinic Biological Resources Unit, and tumors were established orthotopically as described above. Mice were fed standard chow (Teklad Global 18% Protein Rodent Diet, 2913, Envigo) and filtered water ad libitum and were housed in forced/filtered air isolator cages containing up to five mice. Mice were maintained on a 12-h light/12-h dark cycle, with a temperature of 20–26 °C and humidity of 30–70%.

### Bone marrow transplantation

Four-week-old male mice were treated with 11 Gy radiation in two fractions 3–4 h apart. Reconstitution was achieved by retro-orbital injection of 2 × 10^6^ bone marrow cells from mito::mKate2 mice. Drinking water was supplemented with Sulfatrim (trimethoprim–sulfamethoxazole; Pharmaceutical Associates) during the first 10 d, and mice were monitored for an additional 6 weeks for weight loss and symptoms of infection before tumor inoculation.

### Orthotopic xenograft models in nude rats

Immunodeficient nude-RNU rats of both sexes, bred in-house, were fed a diet containing standard pellets (Sniff, V1536-000), had access to water ad libitum and were housed in filtered air isolator cages (Allentown type IV (Rat 1800), HEPA filter) with a 12-h light/12-h dark cycle at 21 °C and ~45% humidity. Stereotactical implantation of tumor cells into the brain has been described previously^57^. To model mitochondria transfer from normal cells to tumor cells, a high-titer mitoDsRed lentivirus was injected into the brain followed by implantation of GFP^+^ or mito-GFP^+^ tumor acceptor cells after 7 d. Animals were euthanized with CO_2_ and perfused with 0.9% NaCl.

### Immunofluorescence

For immunofluorescence analysis, brains were fixed in 4% paraformaldehyde (PFA), dehydrated in a 30% sucrose solution, embedded in optimal cutting temperature compound and snap frozen. Sectioning (10 μm thick) was performed on a Leica CM3050 S precooled to −20 °C before use. Sections were protected from light and frozen at −80 °C. For staining, tissue sections were incubated overnight at 4 °C with the following primary antibodies: monoclonal anti-GFAP, anti-human nestin, anti-F-actin, anti-GAP43, chicken anti-GFP, rabbit anti-phospho-histone H3 and rabbit anti-cleaved caspase-3. The following secondary antibodies were used: goat anti-mouse 647 at room temperature for 120 min, donkey anti-chicken Alexa Fluor 488 overnight at 4 °C and WGA Alexa Fluor 680 (4 μg ml^–1^ in HBSS-T with magnesium and calcium) for 1 h at room temperature.

Cells on coverslips were fixed in 4% PFA and permeabilized with 0.1% Triton X-100 (Sigma) for 20 min at room temperature. Anti-TOMM20 or anti-nestin was incubated overnight at 4 °C. Goat anti-mouse 488 or goat anti-rabbit 647 were incubated for 60 min at room temperature.

### Confocal microscopy and time-lapse imaging

Confocal microscopy of stained mouse tissue sections was performed using a Leica SP8. Still-image processing and *z* reconstructions were completed using LasX software (version 3.3; Leica). Image analysis for estimation of mito::mKate2 transfer to GBM cells in vivo was performed using Velocity software (version 6.3; PerkinElmer). The three-dimensional (3D) segmentation algorithms (Supplementary Note) were set to minimize the (1) detection of mKate2 channel noise (using wild-type tissue sections as a negative control) and (2) identification of GFP^+^ cells not morphologically compatible with tumor cells, likely the result of GFP phagocytosis in the TME (using a relevant size cutoff).

SB28 cells (40,000) were cocultured with 80,000 mito::mKate2 astrocytes in a glass-bottom 35-mm dish (Mat-tek) overnight. Growth medium was replaced with phenol red-free NSC medium. Multiple full-thickness *z* stacks were obtained every 10 min using a Leica SP8 microscope in a 37 °C chamber supplemented with 5% CO_2_ and 95% humidity using a ×20/0.8-NA objective lens. Time-lapse frames were subsequently analyzed by LasX software.

L1 and DI318 cells were stained with CellTrace Green (Thermo Fisher) at 5 μM in serum-free medium at 37 °C for 30 min and washed with complete Neurobasal medium before plating with human mito-mCherry astrocytes in ibidiTread 35-mm microscopy dishes (Ibidi) that had been coated with Geltrex (Gibco). After 48 h, cells were washed gently with PBS, fixed with 4% PFA for 15 min at 4 °C and imaged by confocal microscopy.

For TOMM20 colocalization experiments, cells were plated as described above and cocultured for 72 h. Cells were then stained with primary antibody (anti-TOMM20; clone D8T4N) for 1 h at room temperature and with secondary anti-rabbit DyLight405 alpaca for 1 h at room temperature. Colocalization analysis (line profile quantification) was performed using Image-Pro Plus 10 (Media Cybernetics).

Confocal imaging for P3, BG5, BG7 and GG16 co-culture experiments was performed using a Leica TCS SP8 STED 3X (Leica Microsystems) run by LasX software (version 3.3, Leica, version LAS4.13). Image analyses were performed with ImageJ (v2.3.0/1.53f) and Imaris (v9.6).

### Measurement of mitochondrial trafficking in vivo by flow cytometry

Resected tumors or the contralateral hemisphere were digested with 1 mg ml^–1^ collagenase IV (StemCell Technologies) and 1 mg ml^–1^ DNase I (Roche) for 15 min at 37 °C. Samples were strained through a 100-μm strainer (Fisherbrand) and washed with PBS. Cells were stained with a LIVE/DEAD Fixable Blue Dead Cell Stain kit (Thermo Fisher Scientific) for 10 min on ice, treated with FcR blocking reagent (Miltenyi Biotec) diluted 1:50 for 15 min on ice and stained with 1:100 APC-conjugated anti-CD11b (BioLegend, clone M1/70) for 20 min to exclude phagocytic cells. Samples were fixed overnight with a eBioscience FoxP3 transcription factor fixation kit (Thermo Fisher Scientific) and analyzed with a BD LSRII Fortessa (BD Biosciences) in PBS.

### Generation of mouse astrocytes and microglia and in vitro mouse mitochondria transfer assay

Brain-resident glial cell cultures were obtained, as previously described^59^, by resecting the subventricular zone of brains from postnatal day 0–3 mice and culturing in NSC medium. Microglia were generated by culturing confluent monolayers of early passage (passage 2 or 3) glial cell cultures with microglia polarization medium (DMEM-F12, 1 U ml^–1^ penicillin + 1 μg ml^–1^ streptomycin, 10% FBS and 20 ng ml^–1^ granulocyte–macrophage colony-stimulated factor (BioLegend)). After 5 d, microglia (loosely adherent) were obtained by agitation of the culture flask on an orbital shaker for 45 min.

A total of 20,000–40,000 astrocytes and microglia were separately cultured in a 96-well flat-bottom plate in NSC medium or microglia polarization medium, respectively. Forty-eight hours later, supernatants were collected and centrifuged at 400*g* for 5 min to remove residual cells; these supernatants consisted of the conditioned, cell-free culture medium. Tumor cells were added at a recipient:donor ratio of 2:1 to the adherent donor cell cultures to assess total mitochondria transfer (contact dependent and independent); separately, tumor cells alone were cultured with conditioned, cell-free medium described above to assess contact-independent (secreted) mitochondria transfer. Samples were incubated for 2 h and treated with Accutase to generate single-cell suspensions. Cells were transferred to 96-well U-bottom plates to stain with LIVE/DEAD dye. Exogenous mitochondria uptake by GFP^+^ tumor cells was assessed with a BD LSRII Fortessa.

### Generation of mouse macrophages and in vitro mitochondria uptake assay

Bone marrow from the femurs and tibiae of 4- to 8-week-old male and female mito::mKate2 mice was flushed with PBS using a 27-gauge needle. Eighty thousand cells were cultured in 24-well plates and treated with 50 ng ml^–1^ recombinant mouse macrophage colony-stimulating factor (BioLegend) in IMDM (Media Preparation Core) supplemented with 1 U ml^–1^ penicillin + 1 μg ml^–1^ streptomycin and 20% FBS for 6 d. Interferon-γ or interleukin-4 (50 ng ml^–1^; BioLegend) was added for 48 h to further induce polarization of macrophages to M1- or M2-like macrophages, respectively. Supernatants were collected and centrifuged at 400*g* for 5 min to remove residual cells and to generate conditioned, cell-free culture medium. Tumor cells were added at twofold abundance in technical duplicates for a 2-h incubation, as described above, to test contact-dependent versus contact-independent mitochondria transfer. Samples were incubated with Accutase for 5 min and transferred into 96-well U-bottom plates for staining with the viability dye and anti-CD11b as described above. Exogenous mitochondria uptake was analyzed in GFP^+^ tumor cells using a BD LSRII Fortessa.

### Western blotting

Cells were washed twice with PBS and dissolved in lysis buffer (10 mM Tris-HCl (pH 7.4), 150 mM NaCl, 0.5% NP-40, 1% Triton X-100 and 1 mM EDTA) supplemented with protease and phosphatase inhibitor cocktails (Roche). Protein concentration was quantified by Bradford assay (Euromedex). Cell lysates were resuspended in Laemmli buffer (62.5 mM Tris (pH 6.8), 10% glycerol, 2.5% SDS and 2.5% β-mercaptoethanol). The primary antibody was anti-GAP43, the housekeeping protein vinculin was used as the loading control and the secondary antibody was goat anti-rabbit horseradish peroxidase (HRP; Invitrogen, 31462). Membranes were developed on a LAS 3000 (version 2.2; Fujifilm).

For GAP43 blots (Extended Data Fig. 6i,j) and stem cell transcription factors (Extended Data Fig. 10b), cells were lysed with ice-cold RIPA buffer. The following primary antibodies were used: anti-GAP43, anti-actin, anti-SOX2 and anti-OCT4. Secondary antibodies were goat anti-rabbit HRP or goat anti-mouse HRP.

### Sorting of tumor cells from co-cultures

For mouse GBM models, astrocytes were collected from flasks by Accutase treatment and stained with a 1:1,000 dilution of CellTrace Violet cell proliferation dye in PBS at 37 °C for 20 min. Tumor cells and astrocytes were then cocultured at a 1:1 ratio for 48 h in NSC medium. Samples were sorted into RPMI with 20% FBS and cultured overnight in complete RPMI for subsequent functional assays.

For collection of double-positive or single-positive cells in co-cultures of P3, BG5 and GG16 GBM cells with immortalized mitoDsRed normal human astrocytes by cell sorting, 2 × 10^6^ cells of each cell line were seeded in Neurobasal medium on Matrigel (T75 flasks). For analyzing mitochondria transfer by flow cytometry, 1.5 × 10^5^ cells from each cell line were seeded in Neurobasal medium on Matrigel (T25 flasks). L1 and DI318 cells were sorted after 4 d of co-culture with immortalized mito-mCherry human astrocytes from Geltrex-coated flasks (seeded at 1:1 and 1:1.5 donor:recipient ratio, respectively, to adjust for differences in cell growth rate).

### In vitro limiting dilution assay

Sorted tumor cells were cultured at decreasing cell densities over 12 technical replicates in complete Neurobasal medium, and the number of wells containing spheres was counted after 11–14 d. For the mouse cell line SB28, 400 to 25 cells per well of a 96-well plate were seeded; for human lines, this ranged from 100 to 1.25 cells per well. The online ELDA tool (http://bioinf.wehi.edu.au/software/elda/, 24 October 2014 version) was used to calculate stem cell frequency^60^.

### In vivo limiting dilution/tumor initiation assays

Sorted mouse/human GBM cells with and without the acquisition of astrocyte mitochondria in vitro were counted with trypan blue using a TC-20 cell counter (Bio-Rad) and were volume adjusted to achieve decreasing cell concentrations (18,000–1,000, as indicated) for intracranial implantation. Subsequently, C57BL/6 mice (mouse GBM models) or NSG mice (human GBM models) were intracranially implanted with equal numbers of tumor cells, as described above. The identity of the implanted cells was then blinded to investigators. Mice were euthanized at humane endpoints (neurological symptoms, weight loss, poor grooming or any other sign of distress).

### Seahorse assay

For sorted P3 GFP mitoDsRed^+^ and mitoDsRed^−^ cells, mitochondrial respiration assays were performed using 3.0 mM oligomycin, 1.5 mM carbonyl cyanide m-chlorophenyl hydrazone (CCCP), 1.0 mM rotenone and 1.0 mM antimycin A in assay medium consisting of unbuffered, phenol red-free DMEM with 10 mM glucose, 2 mM sodium pyruvate and 4 mM l-glutamine with a pH of 7.4. Cells were incubated for 60 min in a Prep Station (Agilent) under non-CO_2_ conditions at 37 °C and were subsequently placed in the Seahorse Xfe96 analyzer. The chemical compounds were serially injected to manipulate the cells and create metabolic flux reports. Data were analyzed using Agilent Seahorse Wave Controler v2.6.3, IDEAS software (version 6.2; EMD Millipore).

### ATP quantification

CellTiter-Glo reagent (100 µl; Promega) was added to cells and incubated on an orbital shaker at room temperature for 20–30 min. ATP levels were quantified indirectly by relative luminescence intensity measured on a Victor 3 plate reader (PerkinElmer).

### Metabolic protein flow cytometry analysis

For mouse cells, the metabolic protein flow cytometry panel was adapted from Ahl et al.^40^. CellTrace Violet-stained astrocytes were cocultured with tumor cells overnight at a 1:1 ratio. Samples were fixed in eBioscience FoxP3 transcription factor fixation buffer for 30 min on ice and stained with the following antibodies in 1× permeabilization buffer for 30 min at room temperature: anti-argininosuccinate synthetase 1 (ASS1), anti-ATP synthase F1 subunit α (ATP5A), anti-glucose transporter 1 (GLUT1), anti-isocitrate dehydrogenase 2 (IDH2), anti-glucose 6 phosphate dehydrogenase (G6PD), anti-acetyl-CoA carboxylase (ACC1), anti-peroxiredoxin 2 (PRDX2), anti-hexokinase 1 (HK1), anti-carnitine palmitoyltransferase I (CPT1A), anti-SLC20A1, anti-mouse IgG1 (κ monoclonal), anti-mouse IgG2b (κ monoclonal) and rabbit IgG (monoclonal). Samples were washed and resuspended in 1× permeabilization buffer containing goat anti-mouse IgG H&L (Alexa Fluor 647) or donkey anti-rabbit IgG H&L (Alexa Fluor 647). After 30 min of incubation at room temperature, cells were washed with permeabilization buffer and resuspended in PBS for analysis with a BD LSRII Fortessa. Geometric mean fluorescence intensity was used to calculate expression levels after subtraction of the background levels from isotype control staining.

The same procedure was used for human cell metabolic flow, with minor modifications. Seven different human-derived cell lines were cocultured with human mito-mCherry astrocytes for 4 d. Most antibodies listed above cross-reacted with human antigens and were thus also used in these experiments, with the exception of using directly conjugated Alexa Fluor 647 antibodies for ATP5A and GLUT1.

### Metabolomics analysis

Sorted mouse GBM cell pellets were resuspended in 80% ice-cold methanol for metabolite extraction and sent to an academic core facility for targeted metabolomics (Beth Israel Deaconess Mass Spectrometry Core Facility, Harvard Medical School). Data were normalized by peak count. Values of zero (below the limit of quantitation) were substituted with the approximate limit of quantitation (2,000 peak count) to facilitate fold change analysis. Metabolites enriched by >20% in mKate2^+^ GBM cells were put into the metabolic pathway enrichment analysis algorithm MetaboAnalyst 5.0 web tool (www.metaboanalyst.ca)^61^. The following analysis settings were used: HMDB and KEGG compound names; feature type = metabolites; KEGG analysis.

For human GSCs, triplicate cell pellet samples were lysed in 80:20 methanol:water at dry ice temperature. The quantity of the metabolite fraction analyzed was adjusted to the cell count. Extracts were clarified by centrifugation, dried by nitrogen blower and reconstituted in equal volumes 50:50 methanol:water. Metabolite fractions were analyzed by targeted liquid chromatography–tandem mass spectrometry via dynamic multiple reaction monitoring. An Agilent Technologies Triple Quad 6470 liquid chromatography–tandem mass spectrometry system, consisting of the 1290 Infinity II LC flexible pump (Quaternary Pump), the 1290 Infinity II multisampler, the 1290 Infinity II multicolumn thermostat with six-port valve and the 6470 triple quad mass spectrometer, was used for analysis. Agilent MassHunter Workstation software LC/MS data acquisition for 6400 Series Triple Quadrupole MS with version B.08.02 was used for compound optimization and sample data acquisition. Studies were performed in negative ion acquisition mode with ion-pairing chromatography using an Agilent ZORBAX RRHD Extend-C18, 2.1 × 150 mm, 1.8 µm and ZORBAX Extend Fast Guards for UHPLC separation. Agilent MassHunter Workstation quantitative analysis for QQQ version 10.1, build 10.1.733.0, was used to integrate and quantitate metabolite peak areas. Liquid chromatography–mass spectrometry peaks corresponding to metabolites with coefficients of variation greater than 0.5 underwent manual inspection and integration. The data were normalized to the average sum of metabolites from all the samples and were analyzed using Morpheus to generate the heat map. Metaboanalyst was used to compare metabolites and metabolic pathways enriched in mito-mCherry^+^ L1 cells and mito-mCherry^–^ L1 cells.

### Phosphoprotein array

Human-derived GBM cells (L1) were cocultured with human mito-mCherry astrocytes for 4 d and flow sorted to obtain mCherry^+^ and mCherry^–^ GBM cells. Sorted cell pellets were flash-frozen in liquid nitrogen and sent for a commercial microarray platform, antibody-based phosphoprotein array (Phospho Explorer array, FullMoon BioSystems). The complete antibody list can be found in Supplementary Table 3. Analysis was conducted using the phosphorylation ratio of each protein for samples tested (phosphorylated protein signal divided by corresponding total protein signal). We analyzed the functional enrichment of the upregulated phosphoproteins using Enrichr^62^ against the Gene Ontology (GO) biological process term data set. GO terms with FDR values of <0.05 were considered significantly enriched. We summarized the enriched terms using Revigo^63^ to generate a graph-based view of the subdivisions of the terms.

### ImageStream

A clone of HEK293T cells able to grow in serum-free medium (CSC293T) was generated and cultured as previously described^64^. CSC293T cells were transfected with psPAX2, pCMV-VSVG and pLYS1-Mito-GFP or pCMV-RFP using FuGENE HD transfection reagent (Promega). Viral concentration was determined using the Lenti-X qRT–PCR titration kit (Takara Bio). Immortalized normal human astrocytes were transduced with mito-GFP lentivirus and selected for cells stably expressing mito-GFP using puromycin. D456 and JX22 cells were transduced with RFP lentivirus and selected using blasticidin S (Gibco) to select for stable RFP-expressing cells. Where indicated, cells were sorted for mito-GFP positivity or RFP positivity with assistance from the Flow Cytometry Core at the University of Alabama at Birmingham.

RFP-expressing D456 or JX22 cells were cocultured at a 1:1 ratio in the presence of mito-GFP^+^ astrocytes for 24 h. Samples were imaged at ×40 magnification with extended depth of field. Mito-GFP was acquired on ch02, and RFP was acquired on ch04. Ch01 and ch09 were used for brightfield imaging, and ch12 was used for side scatter. Five thousand events were recorded, and relevant single-color and unstained controls were used. Data were analyzed using IDEAS software (version 6.2; EMD Millipore).

### RNA-seq

mKate^+^ and mKate^–^ SB28 cells and astrocytes from three distinct co-cultures (biological replicates) were sorted into multiple 1.5-ml DNA LoBind microtubes (Eppendorf), each containing 700 μl of RLT Plus lysis buffer (Qiagen) supplemented with 1% β-mercaptoethanol. RNA isolation was performed using the RNEasy Plus Micro kit (Qiagen).

RNA-seq and analysis were performed by GENEWIZ. Briefly, samples were sequenced using an Illumina HiSeq, with a 2 × 150 base pair configuration and ≥350 million raw paired-end reads. An average of 41.6 million paired-end reads was sequenced across nine samples. After Illumina universal adapters were trimmed, the reads were mapped to the *Mus musculus* GRCm38 reference genome using the STAR aligner v.2.5.2b. Unique gene hit counts were calculated by using featureCounts from the Subread package v.1.5.2.

For comparison of tumor cells with astrocytes, genes with an adjusted *P* value of <0.05 and absolute log_2_ (fold change) of >1 were called as differentially expressed genes (DEGs) using DESeq2. 

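With the same thresholds in edgeR's quasi-likelihood test, 1531 genes were higher and 2994 lower in mKate2- cells than in astrocytes, of 13356 tested. In mKate2+ cells, 1634 genes were higher and 3041 lower than in astrocytes, of 13342 tested. DESeq2 gave 1510 and 2989 genes for mKate2- cells and 1631 and 3054 genes for mKate2+ cells. The count of lower genes moved most when no filter on low counts was used, to 4119 in mKate2- and 4130 in mKate2+ cells. Apoe (ENSMUSG00000002985, chromosome 7 of GRCm38 from 19696109 to 19699188), which encodes apolipoprotein E, had the smallest adjusted P value of the lower genes in mKate2- cells. Its normalized count was 88.4 ± 9.67 (SD, n = 3) in mKate2- cells and 8145 ± 226 (SD, n = 3) in astrocytes, a log2 fold change of -6.52 (standard error 0.13, adjusted p = 9.93e-07 from edgeR). In mKate2+ cells its log2 fold change was -6.68 (standard error 0.17, adjusted p = 2.89e-06 from edgeR). Slc16a1 (ENSMUSG00000032902, chromosome 3 from 104638668 to 104658462), which encodes a monocarboxylate transporter, was higher in both tumor populations, with log2 fold changes of 2.24 in mKate2- cells (standard error 0.10, adjusted p = 6.62e-06 from edgeR) and 2.33 in mKate2+ cells (standard error 0.12, adjusted p = 9.69e-06 from edgeR). Among the 3 genes with the smallest adjusted P values in each direction, the log2 fold change in mKate2- cells was 2.24 for Fam111a, 2.34 for Arhgap19, -5.62 for Shtn1 and -6.70 for Diras2. In mKate2+ cells it was 2.67 for Igf2bp3, 2.26 for Mcm5, -7.01 for Sfrp1 and -5.76 for Msi1. Igf2bp3 overlaps Malsu1 on the opposite strand. Genes of S phase had a median log2 fold change over astrocytes of 1.56 in mKate2- cells and 1.54 in mKate2+ cells, and all 43 were higher in both (camera, adjusted p = 1.38e-18 and 5.58e-16). Genes of G2/M phase had medians of 1.37 and 1.27, with 52 of 54 higher in both (camera, adjusted p = 3.23e-18 and 2.60e-14). These 4 calls were also made with fry, whereas camera at an estimated correlation gave adjusted p-values of 0.554 for mKate2- and 0.613 for mKate2+ cells.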

For assessment of differentially upregulated pathways in mKate^+^ versus mKate^–^ SB28 cells, genes that were upregulated >1.5-fold with a count number >50 and an unadjusted *P* value of <0.05 (Supplementary Table 1) were plugged into https://maayanlab.cloud/Enrichr/.

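Individual genes past these criteria in edgeR's quasi-likelihood test are given as TMM-normalized counts, with positions on GRCm38, and all had an adjusted P value of 0.923. Gm26792 (ENSMUSG00000096996, chromosome 19 from 46335287 to 46338538), a long noncoding RNA gene that overlaps Cuedc2 on the opposite strand, had 103 ± 9.03 counts (SD, n = 3) in mKate2+ cells and 62.9 ± 2.48 (SD, n = 3) in mKate2- cells. Its log2 fold change was 0.71 (standard error 0.20) with an unadjusted p-value of 0.00672. Tagln (ENSMUSG00000032085, chromosome 9 from 45929619 to 45936058), which encodes transgelin and overlaps Pcsk7 on the opposite strand, had 74.6 ± 40.1 counts (SD, n = 3) in mKate2+ cells and 29.3 ± 10.7 (SD, n = 3) in mKate2- cells, a log2 fold change of 1.34 that fell to 0.81 without mKate2+ replicate 2. Ddt, Ropn1l and Gsta4 had log2 fold changes of 0.61, 0.71 and 0.69, and of 0.37, 0.47 and 0.56 without mKate2+ replicate 2. Of the lower genes, Bod1l (ENSMUSG00000061755, chromosome 5 from 41787538 to 41844315), with 752 ± 192 counts (SD, n = 3) in mKate2+ cells and 1253 ± 72.7 (SD, n = 3) in mKate2- cells, had the smallest unadjusted p-value, 0.00386. Its log2 fold change was -0.74 (standard error 0.18) and stayed between -0.85 and -0.54 with each SB28 library left out in turn. The log2 fold change was -0.63 for Akap9, which overlaps Cyp51 on the opposite strand, -0.62 for Tpr, which overlaps Odr4 on the opposite strand, -0.69 for Slc22a17 and -0.71 for Golgb1. These 5 higher and 5 lower genes had the smallest P values among those that changed in the same direction between libraries of the same replicate number, which held for 18 of the 23 higher and 19 of the 20 lower genes.

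Timm13 (ENSMUSG00000020219, chromosome 10 from 80899450 to 80900969), which encodes a chaperone of mitochondrial import, had 2176 ± 1043 counts (SD, n = 3) in mKate2+ cells and 1326 ± 286 (SD, n = 3) in mKate2- cells. Its log2 fold change was 0.72 (standard error 0.31) with an unadjusted p-value of 0.0498, and 0.24 without mKate2+ replicate 2. Among other genes that Supplementary Table 1 lists, Ndufb11, Ndufs5, Tomm6, Pet100, Higd2a, Immp2l, Bola3 and Smim4 had log2 fold changes between 0.60 for Ndufb11 and 0.96 for Pet100, and unadjusted p-values from 0.0539 for Immp2l to 0.0987 for Ndufb11. These 8 log2 fold changes lay between 0.053 for Ndufb11 and 0.46 for Immp2l without mKate2+ replicate 2. On the opposite strand, Ndufb11 overlaps Rbm10, Tomm6 overlaps Usp49, Immp2l overlaps Lrrn3 and Smim4 overlaps Pbrm1, and Tomm6 also overlaps Gm21981 on its own strand. The mitochondrial tRNA genes mt-Tn, mt-Ta and mt-Tc had log2 fold changes of 0.90, 1.01 and 1.49 (unadjusted p-values of 0.0401, 0.0742 and 0.0777), and 0.31, 0.30 and 0.26 without mKate2+ replicate 2. Mki67 and Cenpe, genes of proliferating cells, had log2 fold changes of -0.70 and -0.64 (unadjusted p-values of 0.0332 and 0.0226), and -0.41 and -0.40 without mKate2+ replicate 2. The log2 fold change of Olig2 was -1.05 (standard error 0.50) with an unadjusted p-value of 0.0695, and it was -0.57 without mKate2- replicate 3 and -1.59 without mKate2+ replicate 1. Olig2 belongs to the 78 genes of the apparent astrocyte share. Its level was highest in mKate2- replicate 3, the SB28 library with the highest share, 1.21%. A change in tumor cells was therefore not separated from carried-over astrocyte RNA for this gene. Of the 20 genes that were listed in advance from the paper and that could be tested, 0 had an adjusted P value below 0.05 over all genes and 0 did so adjusted over the list alone, with a smallest value of 0.130 and 4 genes below an unadjusted 0.05. The study chose part of this list on these libraries, so the adjustment over the list is not independent evidence.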

### Protein–protein interactions and network visualization

Differential expression analysis was performed using edgeR 3.34 (ref. ^65^). Genes with a count per million greater than 1 in at least two samples were used for the analysis. *P* values of <0.05 were considered significant. The mouse DEGs were mapped to the human homologs using the NCBI HomoloGene database (https://www.ncbi.nlm.nih.gov/homologene). We then performed the enrichment analysis using Enrichr^62^ for the entire set of DEGs and for the up- and downregulated genes separately.

The protein–protein interactions among the DEGs were extracted using a human protein interactome we built previously^66^ that contains 17,706 protein nodes and 351,444 protein–protein interaction edges. We then visualized this protein–protein interaction network using Cytoscape 3.8 (ref. ^67^). Genes that localize to mitochondria are indicated by a diamond node shape based on the Human MitoCarta2.0 database^68^.

### Cell cycle analysis

Single-cell suspensions (from mouse tumors or cultured cells) were fixed in PBS with 4% PFA for 1 h on ice and washed with permeabilization buffer (Foxp3/transcription factor staining buffer set; Ebioscience). Subsequently, cells were stained with Hoechst 33342 (Thermo Fisher) at 3.33 μg ml^–1^ in PBS for 1 h at room temperature, washed with PBS supplemented with 2% bovine serum albumin and assayed by flow cytometry.

### Mitochondria isolation

Mitochondria were isolated from confluent immortalized human astrocyte cultures expressing mCherry by using the mitochondria isolation kit for cultured cells (Thermo Fisher Scientific), as per the manufacturer’s instructions. Mitochondria were quantified by total protein using the Qubit protein assay kit (Thermo Fisher), according to the manufacturer’s protocol.

### Quantification of phospho-histone H3 and cleaved caspase-3 immunofluorescence

To quantify elements within the TME, tissue was examined from three animals per biological sex per mitochondrial transfer status. For a given animal, 15 representative images were captured (5 images × 3 tumor-bearing sections). Cellular proliferation was quantified by counting each phosphorylated histone H3^+^ nucleus in each visual field. This count was divided by the fluorescence intensity of the GFP signal of the same field to account for variation in tumor size and cellular density to yield a mitotic index. The apoptotic cell death index was quantified by dividing the fluorescence intensity of the cleaved caspase-3 signal by the fluorescence intensity of the GFP signal in the same visual field.

### MT quantifications

MT number was quantified manually using the NIH ImageJ software. DAPI and nestin-immunostained confocal images magnified ×200 were used. For each experimental condition, a minimum of 80–120 MTs showing a direct connection between two tumor cells was included for measurement. All measured data were exported into Microsoft Excel and GraphPad Prism 8.1.2 for further calculation of statistical significance.

### Statistics and reproducibility

For most in vitro experiments, a minimum of three biologically independent samples was used per experimental group; power was not calculated. For in vivo experiments not involving tumor initiation capacity, sample size was determined based on minimum utilization of vertebrate animals and high expected magnitude of effect without formal power evaluation. For in vivo experiments involving tumor initiation analysis, sample size was determined by prior experience and application of this assay in stem cell biology studies, for example, in Karunanithi et al.^69^. No data were excluded from analyses. Key findings were replicated across time, by different institutions, using diverse models. For survival/tumor initiation studies, mice were randomized before tumor implantation, and investigators were blinded to the grouping. Data distribution was assumed to be normal, but this was not formally tested.

### Data representation and analysis

Flow cytometry data were analyzed and generated using FlowJo software (BD Biosciences, v10.7.2). Graphs were generated and statistical analyses were performed using Excel (Microsoft Office, v16.52) or Prism (GraphPad, v9.2.0) software. All measurements shown represent distinct samples, unless otherwise indicated. All statistical tests are two tailed and corrected for multiple comparisons, unless otherwise indicated.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Note and Fig. 1.

Reporting Summary

Supplementary Tables 1–4 Supplementary Tables 1–4 (in spreadsheet tabs) with additional information for RNA-seq, metabolomics, phosphoprotein array and shRNA constructs.

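Supplementary Table 1 gives the genes past the paper's criteria in the comparison of mKate2+ with mKate2- SB28 cells, and it lists 62 higher and 24 lower genes. Of these 86 genes, 82 had enough counts to be tested here, and the log2 fold change had the direction of the table in all 82. The calls made here with edgeR's quasi-likelihood test share 20 genes with the 62 higher and 18 with the 24 lower genes, and those made with DESeq2 share 53 and 19. Of the 62 higher genes in the table, 13 have a pseudogene type in GENCODE M21, to which reads of the parent gene can also map.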

Supplementary Video 1 Human-derived GSCs (L1) internalize mito-mCherry astrocyte-derived mitochondria; cyan, TOMM20 (mitochondrial marker); magenta, mito-mCherry. Cyan cells comprise GSCs. Magenta cells comprise mito-mCherry astrocytes. Mito-mCherry punctae can be seen within the GSCs, denoting astrocytic mitochondria internalized in GSCs. See also Extended Data Fig. 5a for still images with accompanying *z* reconstructions.

Supplementary Video 2 Human-derived GSCs (DI318) internalize mito-mCherry astrocyte-derived mitochondria; cyan, TOMM20 (mitochondrial marker); magenta, mito-mCherry. Cyan cells comprise GSCs. Magenta cells comprise mito-mCherry astrocytes. Mito-mCherry punctae can be seen within the GSCs, denoting astrocytic mitochondria internalized in GSCs. See also Extended Data Fig. 5a for still images with accompanying *z* reconstructions.

Supplementary Video 3 Time-lapse confocal images of in vitro mitochondria transfer. Astrocytes from mito::mKate2 mice were cocultured with GFP-expressing SB28 cells for 16 h before live imaging. Full-thickness *z* stacks were obtained at 10-min intervals. The movie depicts a mito::mKate2^+^ astrocyte (magenta) in contact with a GFP-expressing SB28 cell (green). An mKate2^+^ mitochondrion is transferred to the dividing GBM cell, which shuttles the mitochondrion back and forth along an intercellular connection linking the GBM daughter cells. At the end of the video, the mKate2^+^ mitochondrion is retained by the lower daughter cell. See also Extended Data Fig. 6c for still images with accompanying *z* reconstructions.

## Data Availability

Sequencing files have been deposited to Gene Expression Omnibus under accession number GSE183004. Metabolic pathway analysis was based on the KEGG human metabolic pathways database (October 2019; https://www.genome.jp/kegg/pathway.html#metabolism). Protein phosphophorylation array data were mapped to pathways based on the GO biological process term data set (http://geneontology.org/). RNA-seq reads of mouse cells were mapped to the *M. musculus* GRCm38 reference genome (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/). The RNA-seq inferred protein–protein interaction network was constructed by mapping to human homologs using the NCBI HomoloGene database (https://www.ncbi.nlm.nih.gov/homologene). Genes encoding mitochondria-localizing proteins were identified with MitoCarta2.0 (https://www.broadinstitute.org/files/shared/metabolism/mitocarta/human.mitocarta2.0.html). All other data are available in the main text or the Supplementary Information. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 6 Statistical source data.
Source Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 6 Statistical source data.
Source Data Extended Data Fig. 6 Unprocessed western blots.
Source Data Extended Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 8 Statistical source data.
Source Data Extended Data Fig. 9 Statistical source data.
Source Data Extended Data Fig. 10 Statistical source data.
Source Data Extended Data Fig. 10 Unprocessed western blots.

# Supplementary material for: GAP43-dependent mitochondria transfer from astrocytes enhances glioblastoma tumorigenicity
**Source:** Nat Cancer. 2023 May 11;4(5):648–64. doi: 10.1038/s43018-023-00556-5
**Supplement:** Source Data Extended Data Fig. 6 — Unprocessed western blots.

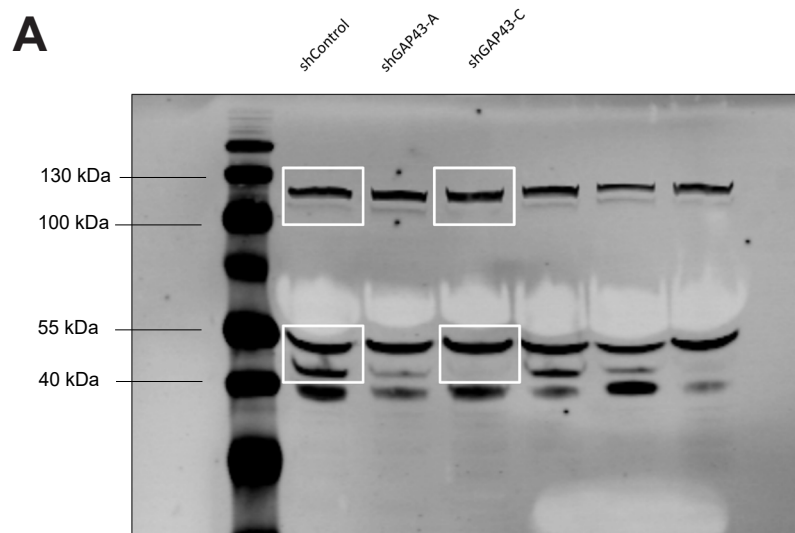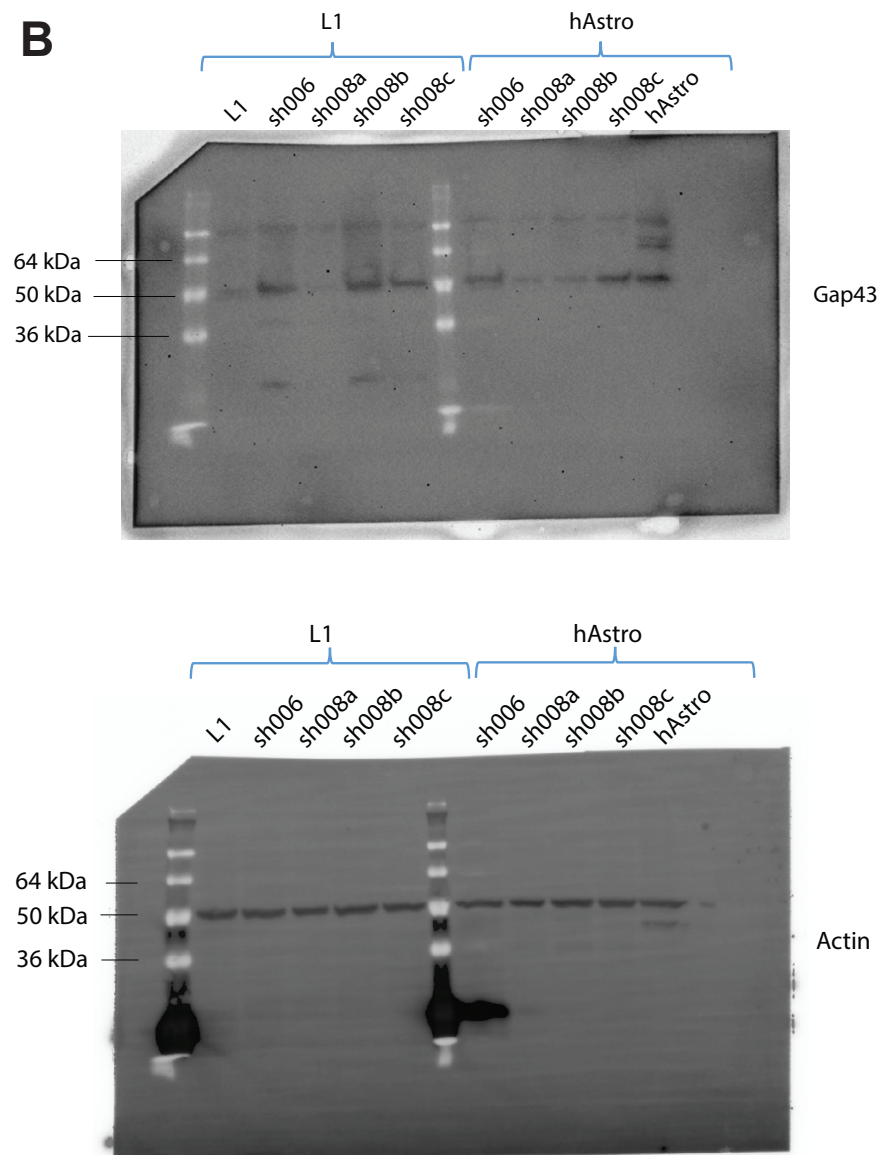

**Source Data for Extended Data Fig. 6I-J**

(A) Uncropped blot summarized in Extended Data Fig. 6I. (B) Uncropped blot summarized in Extended Data Fig. 6J.

# Supplementary material for: GAP43-dependent mitochondria transfer from astrocytes enhances glioblastoma tumorigenicity
**Source:** Nat Cancer. 2023 May 11;4(5):648–64. doi: 10.1038/s43018-023-00556-5
**Supplement:** Source Data Extended Data Fig. 10 — Unprocessed western blots.

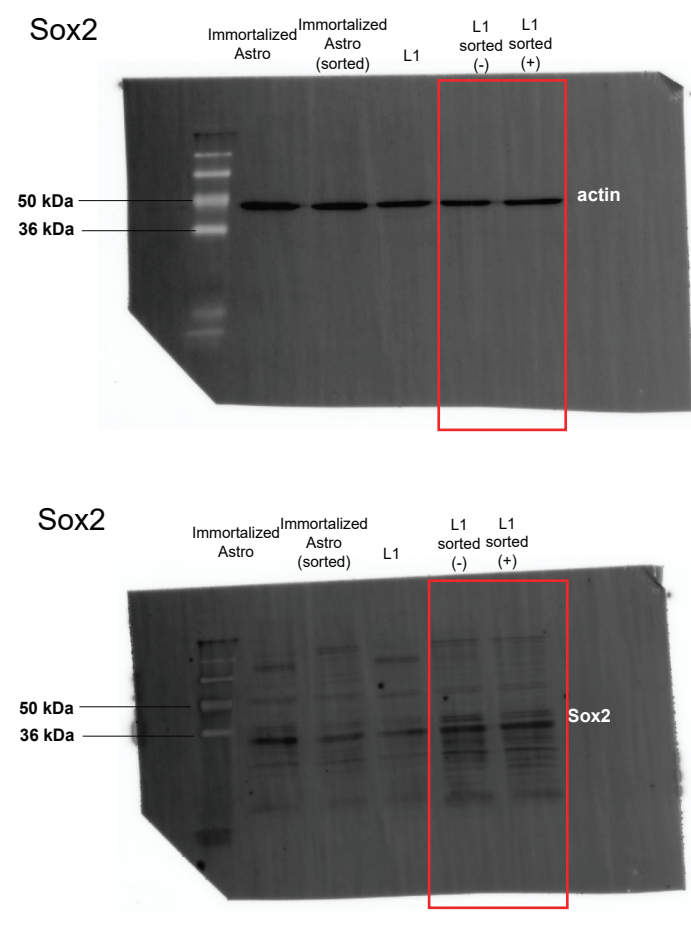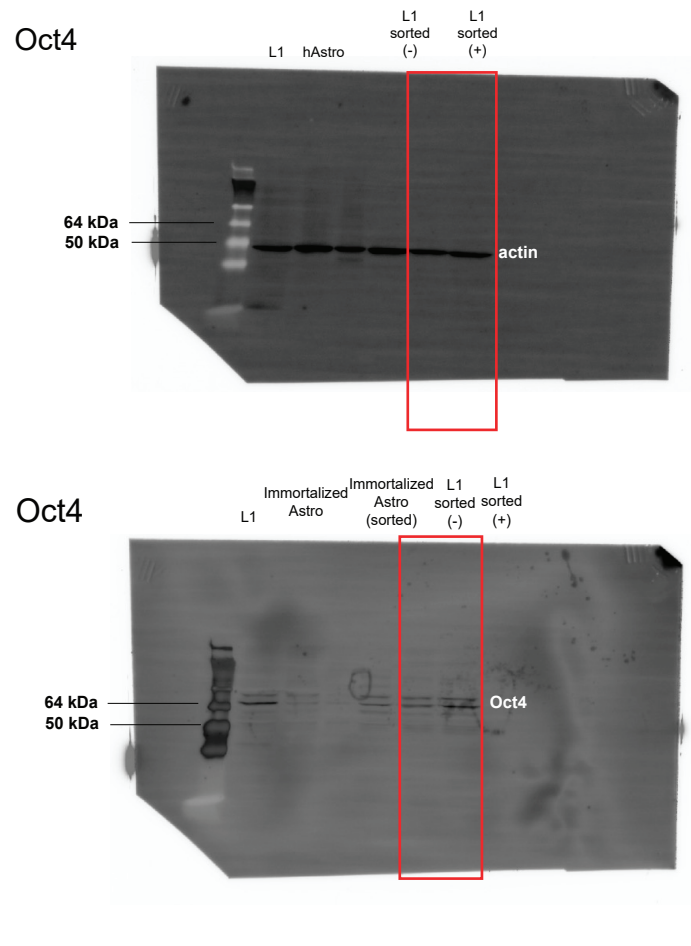

### Source Data for Extended Data Fig. 10B

Uncropped Western blots for Sox2 (left) and Oct4 (right), including corresponding loading control blots (actin). Red box highlights the lanes relevant to the corresponding Extended Data figure.

How the deposited data were processed for this re-analysis (not part of the article)

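Gene expression was analysed in 9 RNA-seq libraries, 3 each of mKate2- SB28 cells, mKate2+ SB28 cells and astrocytes sorted from co-cultures. The data are the authors' counts of reads per gene, made by adapter trimming, mapping to GRCm38 with STAR and counting of uniquely assigned reads with featureCounts, and they carry no normalization. Each column of the count table is 1 library, named by condition and replicate, and all 9 were used. The sort gates written in the sample labels give the CellTrace Violet signal to the tumor cells, whereas the paper stains the astrocytes with it, so the libraries were taken by their names. Gene names, types, positions, exonic lengths and GC content came from GENCODE M21 for GRCm38, in which 259 of the 49315 gene IDs have no name. The mKate2 transgene was not analysed here, nor were the reads themselves or the pathway databases that the paper used.

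Comparisons used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Each comparison of 2 conditions used only their 6 libraries, TMM normalization and genes above 1 CPM in at least 2 libraries, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. For mKate2+ against mKate2- cells, genes were counted that had a fold change above 1.5, an unadjusted P value below 0.05 and a mean normalized count above 50. For tumor cells against astrocytes, the thresholds were an adjusted P value below 0.05 and an absolute log2 fold change above 1. The paper gives the first count criterion as a count number above 50 in its methods and as a minimum read count of 50 in Supplementary Table 1. Neither names the libraries it was taken over, and a minimum can be read as 50 in every library. The mean was used here, and over 50 counts in every library and over 50 counts in total were also tried. Gene sets were written by hand from gene nomenclature, and 17 were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation. The set of mitochondrially encoded mRNAs held 9 genes that passed the filter, and the share of counts was taken over all 13. Enrichment of a called list was tested with Fisher's exact test against the genes that could have been called. Euclidean distances were computed on regularized log values over genes above 1 CPM in at least 2 of the 9 libraries, and groups of distances and shares were compared with exact permutation tests.

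The genes named in the text follow a rule set before the data were examined, apart from genes of Supplementary Table 1 that no setting called, which were named after their values were seen, and genes named only because they overlap another. It takes the 5 higher and 5 lower genes with the smallest P values among those past the criteria that moved the same way between same-numbered libraries, the 3 genes with the smallest adjusted P values per direction in each comparison with astrocytes, marker lists of cell types, and genes taken from the paper's text and Supplementary Table 1. The comparisons, their tests and the alternatives were set at the same time, apart from the removal of a GC content trend, of gene length and expression level trends together, and of the gene length trend in distances, which were chosen after seeing the data. The closing section says which tests of explanations were chosen after the results were seen.

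The alternatives covered DESeq2, edgeR's exact test, upper-quartile normalization, no filter on low counts, a minimum of 10 counts in every library, a fit to all 9 libraries, replicate number as a block, a gene length trend removed from each library and each library left out in turn. Trends were fitted by loess with a span of 0.3 to each library's log2 CPM, with a prior count of 2, and entered as offsets. Removing expression level trends also absorbs part of any real change in abundant genes. Distances were also computed on log2 CPM, on variance-stabilized values, without a filter and on the 500 genes with the largest variance. The apparent astrocyte share was also computed with minimums of 30 and 300 times and as a median of ratios.

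The procedures were tested on simulated data with the library sizes of the 6 SB28 libraries. Of 200 simulated changes, with an estimated median size of 1.01 on the log2 scale, edgeR's quasi-likelihood test recovered 199 among 11802 genes with 5 false calls at an adjusted P value of 0.05, the exact test 199 with 6 and DESeq2 199 with 19. With a simulated length trend, 107 of 200 were recovered before its removal and 195 with 11 false calls after it. A simulated raised set was called by all 3 set tests, and 0 of the other sets were, among 12 sets without the separate respiratory chain complexes. The simulated genes varied independently with the same dispersion, and only the length trend set a library apart. These results therefore do not measure power or false calls in the real libraries, where mKate2+ replicate 2 lay apart. Total counts of 24454561 to 39287841 per library make counting error small for most genes named, and the spread between 3 replicates limits the precision. Intervals and limits for low counts cover counting error only, and a count of 0 allows up to 3 counts. With 3 libraries against 3, the smallest P value of an exact two-sided permutation test is 0.1, so such a test cannot fall below 0.05.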

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

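The tests of the gene length trend in distances, of a mislabelled library and of the relation with gene length without mKate2+ replicate 2 were chosen only after the results they explain were seen. The removal of GC content trends and of gene length and expression level trends together was also chosen after seeing the data. Among the 6 SB28 libraries, mKate2+ replicate 2 lay far from the others in 8 of 22 measures, by the gap to its nearest neighbor as a share of the whole range. By chance about 1 in 20 measures, or 1.1 of 22, would hold such a library, but the 22 measures are not independent. Ribosomal protein genes took 6.86% of its counts, against 3.63% to 4.17% in the others, and nuclear-encoded respiratory chain genes took 1.47%, against 0.929% to 1.01%. Its TMM factor was 0.928, against 1.01 to 1.03. Across genes, its deviation from the mean of the 6 libraries had a Spearman's rho of -0.472 with gene length, against 0.0940 to 0.311, and of 0.294 with GC content, against -0.239 to -0.0511. Genes are not independent replicates. Its mean distance to the other SB28 libraries was 28.7, against 15.2 to 16.98. The level of its respiratory chain subunits was 0.98 on the log2 scale relative to the mean of the 6 libraries, against -0.30 to -0.046, and that of its cytosolic ribosome genes was 1.03, against -0.37 to -0.030. Over the 500 genes with the largest variance in the 9 libraries, it was not apart, with a smallest distance of 5.79 where the other SB28 libraries were up to 7.55 from one another. These genes mostly separate the cell types, with a mean distance of 68.2 between SB28 and astrocyte libraries and 5.85 between mKate2+ and mKate2- libraries. They therefore say little about differences among SB28 libraries.

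Several technical explanations for the distance of mKate2+ replicate 2 were at odds with the values. With all libraries thinned to the depth of the smallest, its mean distance was 56.6, against 34.3 to 36.9 in the other SB28 libraries. Unthinned distances on log2 CPM were close to these, at 56.3 for mKate2+ replicate 2 and 33.5 to 36.3 for the others. With the gene length trend removed, its mean distance on log2 CPM was 52.4, against 32.5 to 35.3, and with the GC content trend removed it was 55.0, against 33.2 to 36.1, so neither trend accounts for the whole distance. Astrocyte RNA would raise its apparent astrocyte share, which at 0.372% was the lowest of the 6. Its smallest distance to an astrocyte library, 91.9, argues against a swap with an astrocyte library. Olfactory, vomeronasal and taste receptor genes, on which genomic DNA would leave counts, had 2.67 CPM, the lowest of the 6. Its 10 most abundant genes took 5.49% of the counts, within the 4.94% to 6.42% of the others. What stays open was not tested here, namely RNA integrity, a batch in library preparation, which neither the labels nor the paper gives, and a difference in the state of the sorted cells or in the amount of transferred mitochondria in that co-culture. The mitochondrially encoded mRNAs, which carried-over organelles might bring along, took their lowest share in this library, 0.552%.

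The cytosolic ribosome genes, which the paper does not discuss, had a median log2 fold change of 0.57 in mKate2+ over mKate2- cells (75 of 76 genes higher), compared with 0.12 for proteasome subunits. Removing the gene length trend left 0.41 with 74 of 76 genes higher, and without mKate2+ replicate 2 the median was 0.035 with 64 of 76 genes higher, still called by camera at its preset correlation (adjusted p-value of 0.00187). Over the 17 sets, the adjusted p-value was 0.453 with fry and 0.305 with camera at an estimated correlation, so neither called this set. The size of the change is therefore consistent with the weight of 1 library, and the explanations open for mKate2+ replicate 2 stay open for these genes.

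The respiratory chain subunits moved in the same way. Their median log2 fold change was 0.035 without mKate2+ replicate 2, where camera still called the set, against 0.54 with it, which suggests that most of its size rests on this library. It was 0.34 with the gene length trend removed, 0.55 with the GC content trend removed and 0.34 with gene length and expression level trends removed together, which argues against each trend as the whole cause. Part of the median moved with gene length. The apparent astrocyte shares would give a median of -0.000456, so astrocyte RNA cannot account for it. If mitochondria transfer had raised these genes in every co-culture, each mKate2+ library should exceed the mKate2- library of its co-culture. The medians of the same-numbered libraries were -0.17, 1.34 and 0.12, but the numbers are not shown to mark co-cultures, so transfer as a cause cannot be told apart from a difference of 1 library. The test as first set counted a median at or below 0 against transfer, and it was read as open after its value of -0.168 had been seen.

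The 6 SB28 libraries can be divided into 3 and 3 in 10 ways, the real one included. For the respiratory chain subunits, 3 of the 10 gave as small a camera P value as the real division, and all 10 gave a P value of at most 1.1e-07, so a small camera P value says little about mKate2. As many genes past the paper's criteria were found in 8 of the 10. The real division gave 43 genes past these criteria, and the others gave from 23 to 202. Some divisions that mix mKate2+ and mKate2- libraries thus did as well as the real one, so chance cannot be excluded for these 2 results. The smallest share that 10 divisions can give is 1 in 10. As many genes with an adjusted P value below 0.05 were found in 10 of 10, which follows from the count of 0 in the real division and carries no information, where 241 genes had an unadjusted P value below 0.05.

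Short genes were higher and long genes lower in mKate2+ cells. Spearman's rho of the log2 fold change with exonic length was -0.424 across 11840 genes. Without mKate2+ replicate 2 it was -0.115, which is consistent with a relation that rests mostly on this library. Between same-numbered libraries rho was 0.103, -0.507 and -0.193.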

How the results depend on the processing

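The removal of GC content trends, of gene length and expression level trends together and of the gene length trend in distances was chosen after seeing the data. So were the tests of a mislabelled library and of the relation with gene length without mKate2+ replicate 2. Each alternative was run for the results it was set for. DESeq2 and the exact test were run for gene counts, for enrichment among the called genes and for single genes, and gave no medians of gene sets. Gap43 has no value without mKate2- replicate 3 or without mKate2+ replicate 3, where it did not pass the CPM filter. The 0 genes with an adjusted P value below 0.05 between mKate2+ and mKate2- cells stayed at 0 under all alternatives run for it, with 119 to 1271 genes at an unadjusted P value below 0.05. Upper-quartile normalization left 23 higher and 21 lower genes by the paper's criteria. With DESeq2, upper-quartile normalization, no filter, all 9 libraries in the fit, a replicate block and each library left out, the counts of genes higher and lower than in astrocytes stayed within 1.5 times, from 1311 to 1917 higher and from 2719 to 4130 lower genes in both tumor populations. The medians of the respiratory chain subunits stayed above 0 under all alternatives run for gene sets, as did those of the cytosolic ribosome, assembly factors, import, mitochondrial ribosome and proteasome. The cause was not tested for the changes that follow, except where a removed library shows it.

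Higher genes by the paper's criteria numbered 12 with over 50 counts in every library, 62 with DESeq2, 94 with the exact test, 224 without a filter, 41 with all 9 libraries in the fit, 13 with a replicate block, 12 with the gene length trend removed and 6 with both. Lower genes numbered 35 without a filter, 12 with all 9 libraries and 33 with a replicate block. With each SB28 library left out in turn, there were from 6 to 310 higher and from 16 to 70 lower genes, the lowest without mKate2+ replicate 2 and the highest without mKate2+ replicate 1. The odds ratio of respiratory chain, assembly and import genes among the higher genes was 13.5 with DESeq2, 18.9 with the exact test, 26.1 without a filter, 8.45 with at least 10 counts, 11.8 with all 9 libraries and 7.08 with length and level trends removed. It was 5.58 with a replicate block alone and 6.09 with the gene length trend removed alone, each resting on 1 gene. It was 0 with both of these together and with the GC content trend removed, and from 0 to 27.6 with each library left out.

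No set passed an adjusted P value of 0.05 with fry or with an estimated correlation, at the medians of 0.54 (respiratory chain subunits), 0.088 (assembly factors), 0.19 (import), 0.21 (mitochondrial ribosome), 0.57 (cytosolic ribosome), 0.12 (proteasome) and -0.045 (G2/M phase) given by all set tests. The S phase and G2/M phase sets against astrocytes, with medians of 1.56, 1.54, 1.37 and 1.27, lost their calls only at an estimated correlation. The G2/M phase set lost its call without a filter (-0.036), with all 9 libraries (-0.031) and with the GC content trend removed (-0.020). Its adjusted p-value, 0.0464 at first, fell to 0.0108 with a replicate block, 0.0110 with the gene length trend removed, 0.00150 with both and 0.000105 with length and level trends removed, and ran from 0.000213 without mKate2+ replicate 1 to 0.638 without mKate2+ replicate 2. The proteasome lost its call with length and level trends removed (0.022). The mitochondrially encoded mRNAs gained a call with the GC content trend removed (0.27), without mKate2+ replicate 2 (0.42) and without mKate2- replicate 3 (0.32). These calls came from camera at its preset correlation, the only set test run under these alternatives. Without mKate2+ replicate 2, assembly factors lost theirs (adjusted p-value of 0.389), whereas camera still called the respiratory chain subunits (0.00509) and the cytosolic ribosome (0.00187) at medians of 0.035. Leaving out each library gave medians from 0.012 to 0.15 for assembly factors, from -0.12 to 0.020 for G2/M phase and from -0.11 to 0.033 for S phase. mKate2+ replicate 2 gave the lowest of the first and the highest of the others.

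The rho of fold change with gene length ran from -0.462 to -0.115 with each library left out. The distance between mKate2+ and mKate2- libraries ran from 12.1 to 20.3 and exceeded that within groups without mKate2+ replicate 1 or 3. The difference in apparent astrocyte share ran from -0.319 to 0.0296 percentage points and the difference in mitochondrially encoded mRNA from -0.0597 to 0.419. Differences this small against 3 libraries per group are limited by replicates more than by depth.

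The log2 fold change of Sox2 reversed to -0.0056 with a replicate block, -0.094 with the gene length trend removed, -0.098 with both and -0.12 with length and level trends removed, and ran from -0.16 to 0.11 with each library left out. That of Acaca reversed to 0.087 with the gene length trend removed, 0.083 with the block as well and 0.045 with length and level trends removed, and ran from -0.10 to 0.0025. That of Slc2a1 ran from -0.024 to 0.34. Of the other values for single genes, 530 were on the same side of the threshold, 58 were weaker and 41 stronger. A replicate block assumes that equal numbers mark 1 co-culture. The residuals of mKate2- and mKate2+ libraries with equal numbers had correlations of -0.0037, 0.136 and 0.170. With 3 libraries per condition, these correlations cannot decide whether the numbers pair them. The paper's methods give 3 separate co-cultures, so a pairing that the main tests did not use is possible.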

Differences from the paper's values

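Of the alternatives in this part, the removal of gene length and expression level trends together and the removal of the GC content trend were chosen after the results were seen. Supplementary Table 1 lists 62 higher genes (the paper's value), whereas 23 genes were higher here by the same criteria with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2 gave 62 higher genes, 53 of them among the paper's. All others differed from the paper's value by more than 1.5 times, with 94 for the exact test, 41 for a fit to all 9 libraries, 32 for over 50 counts in total, 27 for at least 10 counts in every library, 23 for upper-quartile normalization, 13 for a replicate block, 12 for over 50 counts in every library, 12 for the gene length trend removed, 6 for both, 224 for no filter on low counts and from 6 to 310 with each library left out.

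Of the paper's 86 listed genes, 8 were called under none of the settings tried, namely Gm8430, Rps26-ps1, Gm14586, Gm14303, Gm26384, Olig2, Gm45884 and AC160637.1. These names, apart from Olig2, were chosen for the text after their values were seen. The other listed genes were called under at least 1 setting.

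The paper states that its higher genes were enriched for electron transport and mitochondrial organization. Here, 1 of the 23 higher genes belonged to the respiratory chain, assembly and import lists (one-sided Fisher's exact test, p = 0.290). The enrichment passed a P value of 0.05 with DESeq2 (p-value of 2.13e-08), the exact test (8.2e-17), no filter on low counts (1.1e-44), at least 10 counts in every library (0.00717), all 9 libraries in the fit (2.8e-05), without mKate2+ replicate 1 (1.49e-57), without mKate2+ replicate 3 (1.09e-35) and, in an alternative chosen after seeing the values, with gene length and expression level trends removed (0.0380). Under the other settings, the GC content trend removed (also chosen after seeing the values), the replicate block, the gene length trend removed and mKate2+ replicate 2 left out among them, the P values ran from 0.164 to 1. The terms and background of the paper's enrichment tool were not used here.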

Other observations

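The reading of the test of gene length for the G2/M phase genes, as open where a median lies within 0.1 of 0, was chosen only after the result was seen. The paper reports more cells in G2/M phase after mitochondria transfer, measured by flow cytometry in other samples. In these libraries, the 54 G2/M phase genes had a median log2 fold change of -0.045 in mKate2+ over mKate2- cells, with 19 higher (camera, adjusted p = 0.0464). The call was not made with fry, and the median was 0.020 without mKate2+ replicate 2. With the gene length trend removed, the median was -0.04488 with 18 higher (camera, adjusted p = 0.0110), and at medians this near 0 an effect of gene length cannot be told apart from its absence. The 43 S phase genes had a median of -0.037 with 16 higher (camera, adjusted p = 0.323). This set passed 0.05 when 1 library was left out, as lower without mKate2+ replicate 3 (median -0.11, camera, adjusted p = 0.000832) and without mKate2- replicate 2 (-0.075, 0.00528) and as higher without mKate2+ replicate 2 (0.033, 0.0419). RNA levels of these genes do not measure the share of cells in a phase.

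Genes of proteins that the paper measured in other experiments were compared between mKate2+ and mKate2- SB28 cells. The log2 fold change was 0.14 (standard error 0.094) for Atp5a1, which encodes ATP5A and overlaps Haus1 on the opposite strand, -0.063 (standard error 0.085) for Acaca, which encodes ACC1, and 0.20 (standard error 0.19) for Slc2a1, which encodes GLUT1. It was -0.23 (standard error 0.37) for Gap43 and 0.010 (standard error 0.14) for Sox2, which lies within Sox2ot on the same strand. Their unadjusted p-values were 0.186 for Atp5a1, 0.482 for Acaca, 0.316 for Slc2a1, 0.547 for Gap43 and 0.941 for Sox2. Acaca, Slc2a1 and Sox2 changed sign when 1 library was left out, Slc2a1 to -0.024 and Sox2 to -0.16 without mKate2+ replicate 2, and Acaca to 0.0025 without mKate2- replicate 2. Atp5a1 had 0.076 without mKate2+ replicate 2, and Gap43 ran from -0.45 without mKate2- replicate 1 to -0.071 without mKate2+ replicate 1. Gap43 was not tested without mKate2- replicate 3 or without mKate2+ replicate 3, where it did not pass the CPM filter, so that range leaves both out. Pou5f1, which encodes OCT4, had 0 counts in all 6 SB28 libraries.

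Marker lists of other cell types were summed as CPM. The 8 oligodendrocyte lineage markers had 592 CPM in astrocytes, 22.0 in mKate2- cells and 19.4 in mKate2+ cells, with Olig1 at 358, 3.15 and 1.81 CPM and Olig2 at 192, 1.85 and 0.893 CPM. The 8 fibroblast and mesenchymal markers had 1455 CPM in astrocytes, 862 in mKate2- cells and 788 in mKate2+ cells, with Col1a2 at 973, 541 and 512 CPM. Of these, Col3a1 went the other way, at 25.7 CPM in astrocytes, 95.7 in mKate2- cells and 70.3 in mKate2+ cells. The 12 microglia and macrophage markers had 69.4 CPM in astrocytes, 31.1 in mKate2- cells and 32.0 in mKate2+ cells. The 15 astrocyte markers had 1509, 521 and 550 CPM. Olig1, Olig2 and Slc1a3 also belong to the 78 genes of the apparent astrocyte share.

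The 6 libraries of mKate2- cells and astrocytes can be divided into 3 and 3 in 10 ways, and only the real division, 1 of 10, gave as many differentially expressed genes. The same held for mKate2+ cells and astrocytes, with 1 of 10. The other divisions gave 0 genes.

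The source data of Extended Data Fig. 7b give the distances between libraries in mirrored cells, which match for 33 of 36 pairs. Over the matching pairs of an SB28 and an astrocyte library, 17 in all, the paper's values average 104.9, against 93.9 here over all 18 pairs, and the transformation behind them is not stated. In the paper's values over matching pairs, the smallest distance from mKate2+ replicate 2 to another SB28 library is 29.88, and the others lie at most 16.38 from one another. Of the pairs with cells that do not match, that of mKate2+ replicates 1 and 2 is given as 29.74 and as 20.74. Of the 13491 genes in the source data of Extended Data Fig. 7e, 1995 were used here, and the paper's log2 fold changes for the 26 genes named in the text and found among them lie within 0.00299 of DESeq2's and within 0.0122 of edgeR's. Of the 89 genes of Extended Data Fig. 7f matched by name, 88 have a log2 fold change within 0.01 of edgeR's.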
